# Transcriptomic Analysis of the Mouse Mammary Gland Reveals New Insights for the Role of Serotonin in Lactation

**DOI:** 10.1371/journal.pone.0140425

**Published:** 2015-10-15

**Authors:** Jimena Laporta, Francisco Peñagaricano, Laura L. Hernandez

## Abstract

Serotonin regulates numerous processes in the mammary gland. Our objective was to discover novel genes, pathways and functions which serotonin modulates during lactation. The rate limiting enzyme in the synthesis of non-neuronal serotonin is tryptophan-hydroxylase (TPH1). Therefore, we used TPH1 deficient dams (KO; serotonin deficient, *n* = 4) and compared them to wild-type (WT; *n* = 4) and rescue (RC; KO + 100 mg/kg 5-hydroxytryptophan injected daily, *n* = 4) dams. Mammary tissues were collected on day 10 of lactation. Total RNA extraction, amplification, library preparation and sequencing were performed following the Illumina mRNA-Seq. Overall, 97 and 204 genes (false discovery rate, FDR ≤ 0.01) exhibited a minimum of a 2-fold expression difference between WT *vs*. KO and WT *vs*. RC dams, respectively. Most differentially expressed genes were related to calcium homeostasis, apoptosis regulation, cell cycle, cell differentiation and proliferation, and the immune response. Additionally, gene set enrichment analysis using Gene Ontology and Medical Subject Headings databases revealed the alteration of several biological processes (FDR ≤ 0.01) including fat cell differentiation and lipid metabolism, regulation of extracellular signal-related kinase and mitogen-activated kinase cascades, insulin resistance, nuclear transport, membrane potential regulation, and calcium release from the endoplasmic reticulum into the cytosol. The majority of the biological processes and pathways altered in the KO dams are central for mammary gland homeostasis. Increasing peripheral serotonin in the RC dams affects specific pathways that favor lactation. Our data confirms the importance of serotonin during lactation in the mammary gland.

## Introduction

Serotonin (5-hydroxytryptamine, 5-HT) is a monoamine that is biochemically derived from the essential amino acid L-tryptophan. Tryptophan hydroxylase (TPH) is the rate-limiting enzyme in serotonin synthesis and converts L-tryptophan into 5-hydroxy-L-tryptophan (5-HTP) which is then converted to serotonin. The expression of two independent TPH enzymes, codified by different genes, results in two serotonergic systems: a neuronal, with TPH2 as the rate-limiting enzyme, and a non-neuronal, with TPH1 as the rate-limiting enzyme [1,2]. Serotonin is largely known for its role as a neurotransmitter in the CNS, where 2% of total serotonin is produced. Serotonin within the CNS influences a variety of behavioral functions, including circadian rhythms, maternal behavior, sleep-wake cycle, appetite, aggression, sexual behavior, sensorimotor reactivity, pain sensitivity, memory, and learning, among others [3,4]. However, there is increasing evidence supporting the role of non-neuronal (peripheral) serotonin, which accounts for 98% of total serotonin in the body, in physiological functions and metabolic processes [5,6]. In addition, peripheral serotonin acts through more than 15 different receptors that possess unique spatiotemporal distribution [7]. This enables the possibility for multiple, simultaneous physiological outcomes that can be attributed to serotonin across and within tissues.

In the mammary gland, a complete serotonergic network exists and acts in an autocrine-paracrine manner regulating processes such as calcium homeostasis [8,9], tight junction permeability [10,11], milk protein gene expression [12,13] and mammary gland homeostasis during lactation [14]. The *Tph1* deficient model has been used to address the participation of specific candidate pathways in the mammary gland, bone and gut [5,8,15,16,]; however, changes in genome-wide expression have not been addressed in the mammary gland of this mouse model.

Given the participation of serotonin in several important physiological functions necessary for lactation, we hypothesized that disruption of serotonin’s rate limiting enzyme TPH1 will impact the transcriptome of the lactating mammary gland. Therefore, the objective of this study was to investigate the transcriptome of the lactating mammary gland using a global *Tph1* deficient mouse model to discover novel genes, pathways and processes that might be altered by the absence of serotonin. Additionally, rescuing the KO phenotype by exogenously administering 5-HTP, will enable the discovery of novel genes affected by serotonin, as 5-HTP is a selective precursor for serotonin synthesis. Discovering new roles and functions for serotonin in the mammary gland can provide opportunities for manipulation of this pathway to improve lactation performance and efficiency.

## Materials and Methods

### Mammary tissue collection and RNA extraction

Mammary gland samples used in this experiment were collected from a previous study [9]. All experiments were performed under protocols approved by the Research Animal Care and Use Committee at the University of Wisconsin-Madison (#A1473). Briefly, twelve pregnant female C57B6/J mice were housed individually and maintained in a controlled environmental facility for biological research in the Department of Animal Sciences, University of Wisconsin-Madison, at a temperature of 25°C, 50–60% humidity, and a 12-h light/dark with free access to food and water. Pregnant dams (day 15 of gestation) were assigned to 1 of 3 groups: group 1 consisted of *Tph1* deficient dams (KO, *n* = 4), group 2 consisted of *Tph1*-KO mice injected daily (i.p.) with 100 mg/kg of 5-HTP (rescue, RC, *n* = 4) to rescue peripheral serotonin function, and group 3 consisted of wild-type dams (WT, *n* = 4). The WT and KO dams were injected daily with saline to control for the variable of stress due to injection. Injections began on day 15 of gestation and ended on day 10 of lactation. Dams were euthanized (CO_2_ and decapitation) on the morning of day 10 of lactation and mammary glands were collected. Specifically, the entire mammary gland was removed and a visually homogeneous piece of tissue was selected for RNA extraction, snap frozen in liquid nitrogen, and stored at -80°C until used. The epithelial tissue was not separated from the surrounding stroma. Total RNA was isolated from mammary gland tissue following the TRI-Reagent (Molecular Research) protocol. The quality and concentration of the extracted RNA was assessed using Agilent Bioanalyzer chips (RIN = 7.1 ± 1.1). The average circulating serotonin concentrations were 142 ± 31 ng/mL for the WT group, 19.5 ± 9 ng/mL for the KO group, and 284 ± 26 ng/mL for the RC group [9].

### Library generation and RNA sequencing

Libraries from total RNA from individual samples were prepared following the standard procedures for the Illumina’s mRNA-Seq. Sequencing libraries were prepared from 50 ng RNA per sample and sequenced with Illumina’s HiSeq 2000 at the University of Wisconsin-Madison Biotechnology Center. The 12 libraries were barcoded, multiplexed, and sequenced in two HiSeq 2000 lanes. A read was defined as a 100 bp cDNA fragment sequenced from a single end.

### Mapping reads to the reference genome

Sequence reads were mapped to the reference mouse genome (GRCm38) using the software package Tophat (v2.0.13) [17, 18]. Two rounds of alignments were performed in order to maximize sensitivity to splice junction discovery: first, novel splice junctions were discovered in each sample independently, and then these novel splice junctions plus known splice junctions from the ENSEMBL annotation were combined and supplied to Tophat for a second alignment. This two-step approach allows for full utilization of the novel junctions identified in each of the samples. Read alignments having more than 2 mismatches or mapped equally well to more than 40 genomic locations were discarded.

### Assembly of transcripts and normalization of the RNA-Seq data

The resulting alignments were used to reconstruct transcript models using the software package Cufflinks (v2.2.1) [19]. In addition, the tool cuffmerge was used for merging each of the assemblies with the reference mouse annotation file in order to combine novel transcripts with known annotated transcripts. This strategy maximizes the quality of the final assembly. Transcript abundances were scaled via the median of the geometric means of fragment counts across all libraries [20] and corrected for multiple-mapping reads and sequence bias [21] in order to improve expression estimates.

### Identification of differentially expressed genes and gene set enrichment analysis

Differentially expressed genes (DEG) were detected using Cuffdiff [22]. This software controls for cross-replicate variability taking into account read-mapping ambiguity. This is achieved by using a model for fragment counts based on the beta negative binomial distribution [22]. The analyses were performed using the default settings for all parameters. *P*-values reported by Cuffdiff were corrected for multiple testing using the Benjamini-Hochberg procedure [23]. The significant enrichment of Gene Ontology (GO) and Medical Subject Headings (MeSH) terms with genes differentially expressed between treatments was analyzed using Fisher’s exact test, a test of proportions based on the cumulative hypergeometric distribution [24]. For each comparison of interest, genes that showed a FDR ≤ 0.10 and had ENSEMBL annotations were tested against the background set of all expressed genes with ENSEMBL annotations. The GO and MeSH enrichment analyses were performed using *goseq* package [25] and *meshr* package [26, 27], respectively, which are available in the R environment [28]. Functional categories with a FDR ≤ 0.01 were considered significant.

### Validation of RNA-Seq results by assessment of gene expression by real-time PCR

Four differentially expressed genes were chosen for validation of RNA-Seq results: period circadian clock 2 (Per2), G protein-coupled receptor 113 (Gpr113), GLIS family zinc finger 3 (Glis3), and one novel transcript unit (NTU, located in chr5:30,208,007–30,212,059). The validation was performed using quantitative real-time PCR (qPCR) conducted with the CFX96 Touch Real-Time PCR Detection System (Bio-Rad). A total of 1 μg RNA from each sample was used to synthesize cDNA using the iScript cDNA synthesis kit (Bio-Rad Laboratories, CA) and diluted 1:5 in dH_2_O. Reaction mixtures and cycling conditions were performed as previously described [9]. A positive and negative (non-template control, NTC) control was added to the PCR plate. Each sample was assessed in duplicate and the %CV between the duplicates was < 2%. All primers sequences for the validated genes were designed to span exon-exon junctions to minimize the potential of amplifying genomic DNA (S1 Table). Ribosomal protein S15 (Rps15) was used as the housekeeping gene and the relative gene expression was calculating using the method 2^-ΔΔCt^ with the WT group as the control group [29].

## Results

### Exploration and evaluation of overall gene expression

Genome-wide gene expression in mammary gland samples was evaluated using RNA-Seq technology. These samples belong to WT dams, with normal circulating serotonin concentrations, *Tph1* KO dams with minimal circulating serotonin concentrations, and RC dams with elevated circulating serotonin concentrations. 

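Mammary RNA of 12 dams was sequenced on day 10 of lactation, from 4 WT, 4 KO and 4 RC dams. KO dams lack a working Tph1, the enzyme that makes 5-hydroxytryptophan (5-HTP) from tryptophan and sets the rate of serotonin synthesis outside the brain. RC dams lack the enzyme as well and received 100 mg/kg of 5-HTP daily, from which serotonin is made without Tph1. The piece of gland taken was homogeneous by eye, and epithelium was not separated from stroma. The authors aligned the single-end reads to GRCm38 with TopHat2 (version 2.0.13), assembled transcripts with Cufflinks (version 2.2.1), merged them with the Ensembl annotation and counted reads per locus with HTSeq. The deposited values used here are these raw counts, at 44582 loci per dam. The total count per dam ranged from 15801052 to 30107528 in the WT group (median 27548227), from 13253885 to 30450482 in the KO group (median 15257912.5) and from 8017634 to 38511245 in the RC group (median 21319647). Milk protein genes took between 46.9% (KO dam 1) and 63.4% (RC dam 3) of the counts of a dam, so the counts left for other genes were fewer than the totals.

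The counts were normalized by TMM and tested with edgeR's quasi-likelihood test at the 14139 loci that passed its filter on low counts, with all 12 dams in 1 fit and 1 mean per group. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05. The paper's differentially expressed genes came from Cuffdiff, which works from alignments and was not run here. DESeq2 and limma voom were run on the same counts as other tools. The tests, the other settings tried, the rule for which genes are named and 35 lists of genes (pathways and markers of cell types) were fixed before the data were examined, but after the paper and its S1 and S2 Files had been read. The genes of those files were chosen on the same dams, so a list that holds some of them is not independent of the data. Each list was tested for a shift in 1 direction with limma's fry, and its p was adjusted over all 35 lists in the 3 comparisons. None of the lists passed at 0.05, with the smallest adjusted p at 0.174. The score of a list in a dam is the mean log2 value of its measured members in CPM (counts scaled by library size).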

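Tph1 was nearly absent from the libraries of KO and RC dams. It fell by 4.09 on the log2 scale in KO dams (standard error 0.53, adjusted p = 0.0301 from edgeR) and by 4.08 in RC dams (standard error 0.55, adjusted p = 0.0107 from edgeR). Its locus (XLOC_035020) lies on chromosome 7 of GRCm38 from 46647130 to 46672537. WT dams had 2.27, 1.11, 1.89 and 1.32 CPM, a mean of 1.65 ± 0.530 (SD, n = 4). KO dams had between 0.0412 and 0.162 CPM (0.0878 ± 0.0524, SD, n = 4) and RC dams between 0 and 0.154 CPM (0.0907 ± 0.0750, SD, n = 4). Every KO dam and every RC dam lay below every WT dam (two-sided exact permutation test, p = 0.0286 for either group, the smallest p that 4 dams against 4 allow). Tph1 has a low CPM even in WT dams and is near 0 in KO and RC dams, and its call in KO dams depends on the dams in the fit. Without WT dam 1, for example, its log2 fold change in KO dams was -3.92 (adjusted p = 0.0821 from edgeR).

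**Figure D1:**
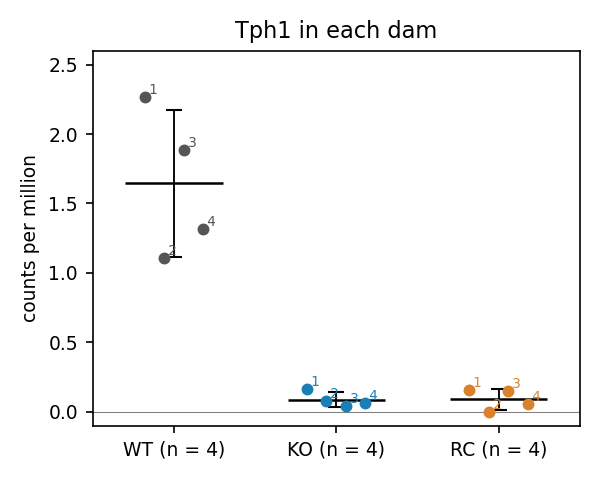
CPM of Tph1 in each dam of the WT, KO and RC groups, with 1 labelled point per dam and a line at the group mean. The 4 WT dams sit between 1.11 and 2.27 CPM, above all KO and RC dams.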

A summary of sequencing read alignments to the reference genome is presented in S2 Table. Illumina sequencing was effective at producing large numbers of high quality reads from all samples. On average, 79% of the total reads were mapped successfully. Among the aligned reads, 97% were mapped to unique genomic regions. Sequencing data can be accessed by GEO with the accession number GSE68315.

For the WT *vs*. KO pairwise comparison, a total of 97 genes were differentially expressed (FDR ≤ 0.01 and fold change ≥ 2). 

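Tph1 was the only gene that edgeR called between KO and WT dams at an adjusted p of at most 0.05. Among the fixed lists, genes of skeletal muscle fibers had the largest median log2 fold change in KO dams, 3.47, and 31 of the 32 measured members had a positive one. Myh4, a fast myosin heavy chain, had a log2 fold change of 4.04 (standard error 2.51), Ttn, the giant spring protein of the sarcomere, 3.70 (standard error 1.83) and Mb, the oxygen store myoglobin, 1.69 (standard error 0.47). The wide errors come with a wide spread between dams. Muscle genes took 0.144% of the counts in KO dam 4 and 0.0418% in KO dam 3, against 0.00679% to 0.0186% in WT dams, and without KO dams 3 and 4 and RC dam 3, a setting chosen after seeing the data, the list's median was -1.12. None of its members passed over all genes or when adjusted over the list alone (4 had an unadjusted p under 0.05), and DESeq2 and limma voom called 0 of them. The list's adjusted p was 0.539 from fry and 7.98e-07 from camera with a preset correlation of 0.01, or adjusted p = 0.61 with an estimated correlation.

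At the thresholds of the paper, an FDR of at most 0.01 and a fold change of at least 2, edgeR called 0 genes in KO dams, DESeq2 14 and limma voom 0. At an adjusted p of at most 0.05, DESeq2 called 55 genes (41 higher and 14 lower, Per2, Rapgef4 and Glis3 among them) and limma voom 0. At an unadjusted p under 0.05 stood 1091 genes, 640 with a positive and 451 with a negative log2 fold change. In 617 genes (4.36%) every KO dam lay on the same side of every WT dam, against 2.86% by chance. The copy of the S1 File used here holds 96 of its 97 genes, and 93 of these were tested. Of the 93, 87 had the direction the S1 File gives and 59 of those an unadjusted p under 0.05, and the file names 16 members of the skeletal muscle list and 17 of the immediate early list. The study chose these genes on the same dams, so their direction is not independent evidence.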

Of the DEG, 81 were upregulated and 16 were downregulated in the KO dams (Fig 1A). For the WT *vs*. RC pairwise comparison, a total of 204 genes were differentially expressed (FDR ≤ 0.01 and fold change ≥ 2). 

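Per2, a repressor at the core of the circadian clock, rose in RC dams, and Fmnl2, Rapgef4, Glis3 and Tph1 fell. Fmnl2 encodes a formin that extends actin filaments and lies on chromosome 2 of GRCm38 from 52857860 to 53134202. It went from 11.0 ± 2.18 CPM in WT dams to 3.15 ± 0.826 CPM in RC dams (SD, n = 4 each), a log2 fold change of -1.78 (standard error 0.21, adjusted p = 0.00642 from edgeR). Rapgef4, on the same chromosome from 71981240 to 72257474, encodes a guanine nucleotide exchange factor for Rap1 that is switched on by cyclic AMP. It went from 7.56 ± 1.79 to 1.46 ± 0.648 CPM (SD, n = 4 each), a log2 fold change of -2.40 (standard error 0.31, adjusted p = 0.0100 from edgeR). For both genes every RC dam lay below every WT dam, which the rule for naming called genes requires. In KO dams Fmnl2 had 7.38 ± 0.599 CPM (SD, n = 4) and a log2 fold change of -0.58 (standard error 0.20, adjusted p = 0.543 from edgeR), and Rapgef4 had 2.58 ± 0.529 CPM (SD, n = 4) and a log2 fold change of -1.54 (standard error 0.29, adjusted p = 0.201 from edgeR).

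These 5 genes were all that edgeR called between RC and WT dams, 1 higher and 4 lower, and Per2, Fmnl2 and Rapgef4 also met the paper's thresholds. DESeq2 called 262 genes (153 higher and 109 lower) and limma voom 6 (2 higher and 4 lower). An unadjusted p under 0.05 was found for 1894 genes, 928 with a positive and 966 with a negative log2 fold change. In 1188 genes (8.40%) every RC dam lay on the same side of every WT dam, against 2.86% by chance. The number of calls moved with the dams in the fit, from 1 without RC dam 4 (Per2) and 3 without WT dam 1 to 44 without KO dam 1, which enters through the shared estimate of spread. The copy of the S2 File used here holds 203 of its 204 genes. Of the 200 that were tested, 193 had the direction the S2 File gives and 154 of those an unadjusted p under 0.05.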

Of the differentially expressed genes, 115 genes were upregulated and 89 were downregulated in the RC compared to the WT (Fig 1A). For the KO *vs*. RC pairwise comparison, there were no DEG at a FDR of 1%; however controlling FDR at 5%, 95 genes showed differential expression, and of those 67 were upregulated and 28 were downregulated in the mammary gland of RC dams. 

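Genes of lipid synthesis had higher values in RC than in KO dams, but none passed the test over all genes. Of 29 measured genes of fatty acid synthesis, 26 had a positive log2 fold change in RC against KO dams (median 0.46). Thrsp, a nuclear regulator of lipogenic genes, had 1.52 (standard error 0.41), Srebf1, a transcription factor of lipid synthesis, 1.32 (standard error 0.41) and Aacs, which feeds ketone bodies into lipid synthesis, 0.92 (standard error 0.25). Of 22 measured genes of cholesterol synthesis, 21 had a positive log2 fold change (median 0.32). Insig1, which holds back the sterol response, had 1.05 (standard error 0.30), and Sqle, an enzyme of squalene oxidation, 0.60 (standard error 0.22). When adjusted over the list alone, 2 genes of fatty acid synthesis passed (Thrsp and Aacs) and 0 of cholesterol synthesis, with 7 and 6 members at an unadjusted p under 0.05. DESeq2 and limma voom called 0 members of either list. The lists' adjusted p from fry was 0.301 for fatty acid and 0.316 for cholesterol synthesis. The mean score of macrophage markers was 2.18 in RC and 2.74 in KO dams, and that of fibroblast and matrix genes 3.44 and 3.97. The mix of cells in the pieces is thus not separated from expression per cell.

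Over all genes edgeR called 0 between RC and KO dams, with a smallest adjusted p of 0.599, and limma voom called 0. DESeq2 called 7, all lower in RC dams. These included Fmnl2 (log2 fold change -1.20, standard error 0.21 from edgeR), Efna5, a membrane-bound ligand of Eph receptors (-1.81, standard error 0.40), and Oas2, an antiviral enzyme induced by interferon (-1.70, standard error 0.34). The others, named after their values were seen, were Kctd1, Ighg2c, a locus that joins Ifi47 with Olfr56 and a locus of immunoglobulin kappa segments, and counts of the last 3 are uncertain because their sequences overlap or resemble those of other genes. At an unadjusted p under 0.05 stood 934 genes, 458 with a positive and 476 with a negative log2 fold change.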

The overlap between genes that showed differential expression at a 5% FDR in each of the three pairwise comparisons can be seen in the Venn diagram in Fig 1B. Note that 90 significant genes were detected simultaneously between WT *vs*. KO dams, and between WT *vs*. RC dams. The full list of differentially expressed genes (FDR ≤ 0.01 and fold change ≥ 2) detected in each pairwise comparisons can be found in S1 and S2 Files, respectively.

**Fig 1:**
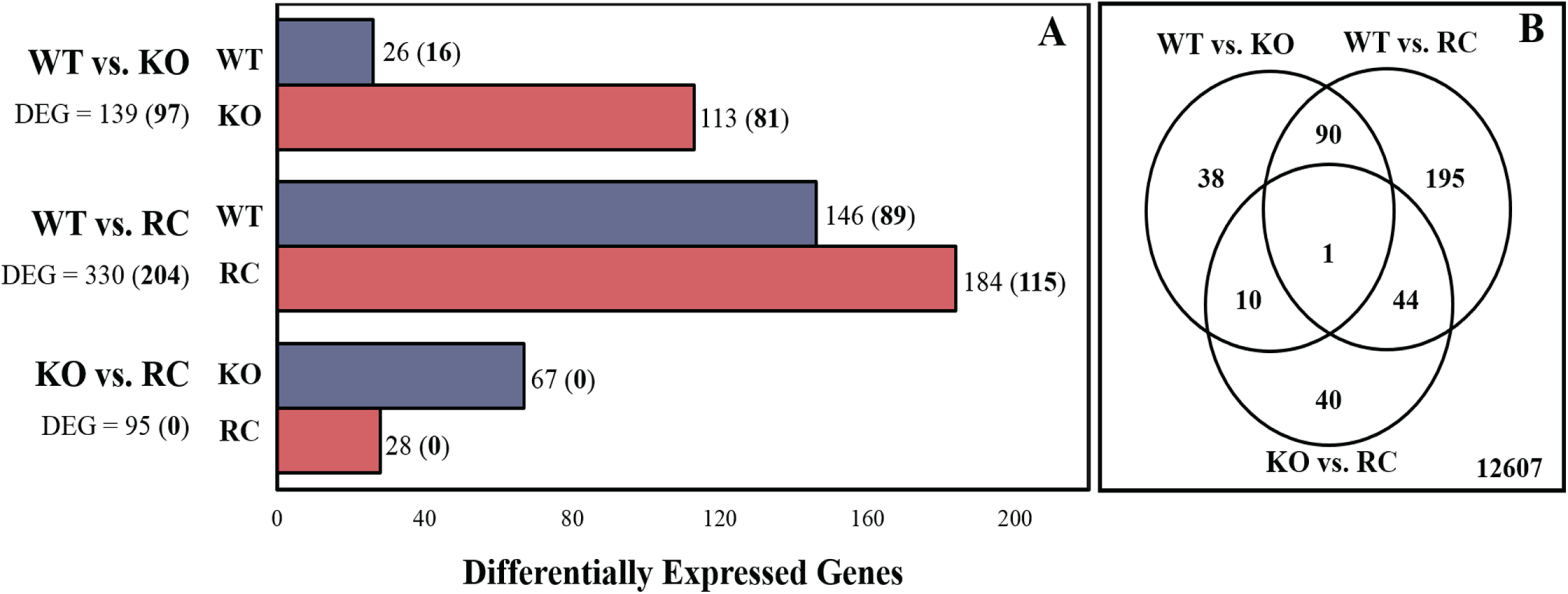
Comparison of overall gene expression between the three treatment groups. Mammary gland samples belong to wild-type dams (WT), Tryptophan hydroxylase (*Tph1*) deficient dams (serotonin deficient; KO), and *Tph1* deficient dams injected daily with 5-hydroxytryptophan (RC). (**A**) The bar graph shows the number of genes upregulated in each group for each of the three pairwise comparisons. The numbers represent the total number of differentially expressed genes (DEG) at 5% FDR (and at 1% FDR in parenthesis). (**B**) The Venn diagram shows the overlap between genes that showed significant differential expression at 5% FDR in each of the three pairwise comparisons.

### Characterization of differentially expressed genes

In an effort to identify functions and processes related to serotonin that might be relevant to lactation and mammary physiology, the DEG were characterized and classified using the annotation provided by different databases including Gene Ontology, WIKI pathways and KEGG pathways. Only the most relevant functions and processes were selected, and only terms with 3 or more significant genes are displayed.

Out of the 90 significant genes detected simultaneously in the two pairwise comparisons involving the WT mammary glands (Fig 1B), 62 showed a fold change ≥ 2 and FDR ≤ 0.01. 

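Tph1 was the only gene that edgeR called in both comparisons. Of the 31 genes that Table 1 lists, 30 were measured, and 26 had a positive log2 fold change in KO dams (median over the 30 genes 1.49) and 25 in RC dams (median 1.39). Akap12, a scaffold that tethers protein kinase A, had a log2 fold change of 2.71 in KO dams (standard error 0.67) and 2.58 in RC dams (standard error 0.67). Sik1, a kinase induced by cyclic AMP, had 1.11 (standard error 0.44) and 1.00 (standard error 0.44). None of the 30 genes passed with edgeR or limma voom in either comparison, and 22 in KO and 25 in RC dams had an unadjusted p under 0.05. DESeq2 called 3 of them in KO dams (Akap12, Hmgcs1 and Mapk4) and 11 in RC dams. The study chose these genes on the same dams, so their shared direction is not independent evidence.

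Both comparisons use the same 4 WT dams, which by itself makes them alike. Across genes, which are not independent replicates, the log2 fold changes of KO and RC dams had a correlation of 0.661. In 20 simulations of unchanged groups, where every library was redrawn from the WT means, the mean was 0.471 (highest 0.501). Genes were drawn independently there, without differences that many genes of a library share. The simulations may thus understate what chance gives in the real libraries. The covariance was 0.182 against a simulated 0.0740, a difference of 0.108. With 2 WT dams given to each comparison, in the 6 ways this can be done, the correlation was 0.0564 to 0.495 and the covariance 0.0358 to 0.230. The sign was shared by 70.3% of genes against 66.0% in the simulations. An unadjusted p under 0.05 in both comparisons was found for 334 genes with a positive and 208 with a negative log2 fold change, where independent lists of the same sizes would share 42.0 and 30.8 and the simulations gave 130 in all. At an adjusted p of at most 0.05, edgeR called 1 gene in both, against 0 in the simulations and in the split of the WT dams and 0.000283 from independent lists. That gene is Tph1, which is knocked out by design in both groups, so the count is no evidence of overlap beyond the genotype. DESeq2 called 34 genes in both and limma voom 0.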

Table 1 displays the functional characterization for these 62 significant genes. It is important to note that both the KO and RC dams do not possess a functional Tph1 protein. 

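Tph1 was the only measured gene of serotonin handling that passed in either group. Of 25 genes of serotonin synthesis, transport, breakdown and reception, 7 had enough counts to be tested. Maoa, the monoamine oxidase with a preference for serotonin, had a log2 fold change of -0.18 (standard error 0.21) in KO dams and -0.06 (standard error 0.21) in RC dams. Slc18a2, which loads monoamines into vesicles, had -0.27 (standard error 0.31) and -0.14 (standard error 0.31), and Aldh2, an aldehyde dehydrogenase of serotonin breakdown, had 0.01 (standard error 0.21) and 0.30 (standard error 0.21). The receptor Htr1d, the 1 receptor gene among the 7, had 0.28 (standard error 0.52) in RC dams. Apart from Tph1, 0 members had an unadjusted p under 0.05 or passed when adjusted over the list alone, and DESeq2 and limma voom called none of these others. The list's median in KO dams was 0.01 while its mean was -0.55, which Tph1 sets, and fry gave an adjusted p of 0.301 in KO and in RC dams. Genes with too few counts to be tested may still have had reads, so they were not shown to be absent or undetected.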

Notably, several of the DEG belonged to immune related functions such as interleukin (IL) -6, tumor necrosis factors (TNF) and fragment crystallizable (Fc, found on the surface of immune cells) signaling pathways, and the majority of these genes were upregulated in the mammary gland of KO and RC dams compared to WT dams. Furthermore, functions such as cell proliferation, and different signal transduction mechanisms (e.g., MAP kinase and small GTPases) and pathways (e.g., epidermal and transforming growth factors, EGF, and TGF-β) were also identified. 

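All 3 genes listed under IL-6 signaling had positive log2 fold changes in KO and RC dams. Socs3, a feedback inhibitor of cytokine receptors, had 1.80 (standard error 0.81) in KO and 1.66 (standard error 0.81) in RC dams, Sgk1, a kinase induced by serum and glucocorticoids, 1.56 (standard error 0.53) and 1.25 (standard error 0.53), and Jun, a subunit of the transcription factor AP-1, 1.03 (standard error 0.50) and 1.19 (standard error 0.50). The same held for TNF signaling, where Ptgs2, the inducible enzyme of prostaglandin synthesis, had 2.21 (standard error 0.64) in KO and 2.41 (standard error 0.64) in RC dams. Under Fc signaling, Nr4a1, an orphan nuclear receptor induced by growth factors, had 2.76 (standard error 0.80) and 3.18 (standard error 0.81), and Hbegf, a ligand of the EGF receptor, 1.49 (standard error 0.85) and 1.95 (standard error 0.86). Of the 7 genes under immune system, 6 had a positive value in KO and 5 in RC dams. Jun, Ptgs2 and Nr4a1 are also immediate early genes.

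No gene of these terms passed with edgeR or limma voom. An unadjusted p under 0.05 was found for 2 of 3 genes of IL-6 and of TNF signaling in KO as in RC dams, for 1 of 3 of Fc signaling in KO and all 3 in RC dams, and for 3 of 7 immune system genes in KO and 5 in RC dams. In KO dams DESeq2 called 0 of them. In RC dams it called Ptgs2 under TNF signaling, Nr4a1 under Fc signaling and Nr4a1 and Zbtb16 under immune system.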

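Immediate early genes, which growth factors and stress switch on within minutes, had positive log2 fold changes in nearly every case. Of 34 measured, 32 had one in KO dams (median 1.07) and all 34 in RC dams (median 1.00). Fosb, an AP-1 subunit, had 3.2 (standard error 0.89) in KO and 3.68 (standard error 0.90) in RC dams, Nr4a3, an orphan nuclear receptor, 2.6 (standard error 0.63) and 2.5 (standard error 0.63), and Fosl2, a FOS-related AP-1 subunit, 1.58 (standard error 0.47) and 1.26 (standard error 0.47). Of the genes that Table 1 places under cell proliferation and MAP kinase signaling, 4 of 6 and 3 of 5 belong to this list. All 6 genes of cell proliferation had positive values in both groups, among them Atf3, a stress-induced repressor (2.29, standard error 0.92, and 2.62, standard error 0.93), Klf4, a Kruppel-like factor (1.20, standard error 0.35, and 1.27, standard error 0.35) and Serpine1, an inhibitor of plasminogen activators (2.08, standard error 0.72, and 1.99, standard error 0.71). All 5 MAP kinase genes did as well, among them Mapk4, an atypical MAP kinase (1.38, standard error 0.35, and 1.78, standard error 0.36) and Dusp1, a phosphatase that switches MAP kinases off (1.61, standard error 0.65, and 1.65, standard error 0.65). Under small GTPases, Rab30 (1.64, standard error 0.70, and 1.45, standard error 0.70) and Gem (1.48, standard error 0.53, and 1.92, standard error 0.53) had positive values, and Rhod had -0.22 (standard error 0.28) and -0.67 (standard error 0.29). The 3 genes of TGF-b signaling and the 2 measured of EGF signaling had positive values in both groups.

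None of the 34 immediate early genes passed over all genes with edgeR or limma voom. With p adjusted over the list alone, 14 were higher in KO and 9 in RC dams, and 19 in either group had an unadjusted p under 0.05. DESeq2 called 2 in KO (Nr4a3 and Rgs1) and 6 in RC dams (Fosb, Gem, Klf4, Nr4a1, Nr4a3 and Ptgs2), and of the other genes named here it called Mapk4 in both groups. The list's adjusted p from fry was 0.301 in KO and 0.349 in RC dams. With camera and a preset correlation it was 1.30e-14 and 7.31e-10, or adjusted p = 0.518 in KO and adjusted p = 0.525 in RC dams with an estimated correlation. The S1 File names 17 and the S2 File 15 of its members, which is not independent evidence. RC dam 3, which had a high muscle score and is the shallowest library, had the lowest immediate early score of all 12 dams, 1.79. The other RC dams had 3.74 to 4.50.

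**Figure D2:**
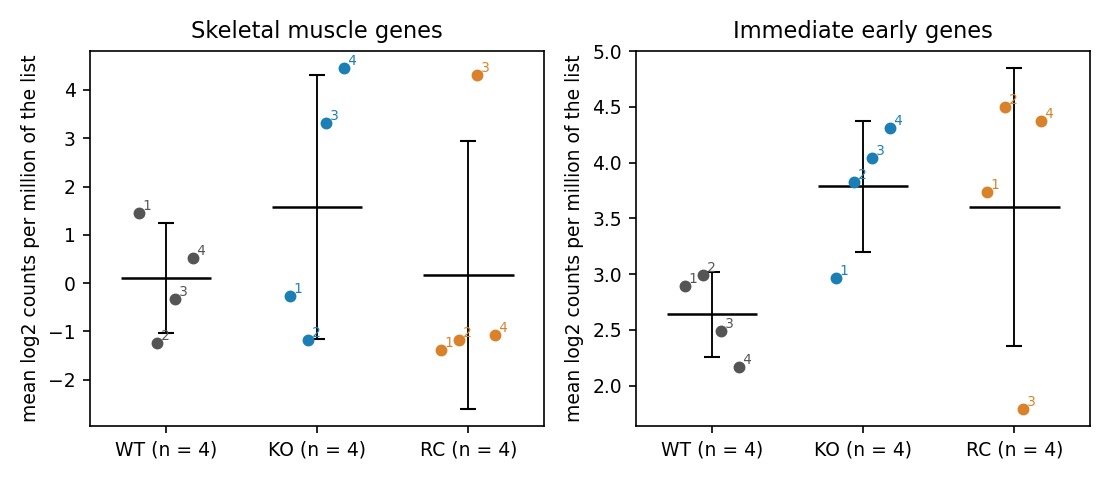
Scores of the skeletal muscle and immediate early lists (mean log2 CPM of the members) in each dam, with the group mean ± SD and 1 labelled point per dam. Muscle scores of KO dams 3 and 4 and RC dam 3 lie at 3.32, 4.46 and 4.31, above the WT range of -1.23 to 1.44, and immediate early scores of KO dams lie between 2.97 and 4.32 against 2.17 to 3.00 in WT dams.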

Only a few genes were downregulated simultaneously in KO and RC dams compared to the WT dams [e.g., 3-hydroxy-3methylglutaryl-Coenzyme A synthase 1 (Hmgcs1); purinergic receptor P2X, ligand-gated ion channel (P2rx7); ect2 oncogene (Ect2); and interleukin 2 receptor, alpha chain (Il2ra)].

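Hmgcs1, the cytosolic enzyme that makes HMG-CoA for sterol synthesis, had the smallest p of these 4 genes. Its log2 fold change was -1.04 in KO dams (standard error 0.23, adjusted p = 0.338 from edgeR) and -1.0 in RC dams (standard error 0.23, adjusted p = 0.134 from edgeR), and every KO and every RC dam lay below every WT dam. Ect2, an exchange factor for Rho GTPases needed to complete cell division, had -1.12 (standard error 0.40) and -1.28 (standard error 0.41). Il2ra, the alpha chain of the IL-2 receptor, had -1.36 (standard error 0.72) and -2.49 (standard error 0.76). P2rx7, a channel opened by ATP, had 0.33 (standard error 0.21) in KO and -0.04 (standard error 0.21) in RC dams, so its values were within about 2 standard errors of 0. At an unadjusted p under 0.05 stood Hmgcs1 and Ect2 in KO dams, and Hmgcs1, Ect2 and Il2ra in RC dams. Neither edgeR nor limma voom called any of the 4, and DESeq2 called Hmgcs1 in both groups.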

**Table 1:** Functional characterization of the 62 most significant genes (FDR ≤ 0.01 and fold change ≥ 2) detected simultaneously in the mouse mammary gland on day 10 of lactation between WT *vs*. KO dams and WT *vs*. RC dams.

Functional Characterization	Differentially expressed genes
**Cellular response to calcium ion**	Fosb, Jun, Ect2
**Cell cycle**	Sik1, Dusp1, Mapk4, Ect2
**Cell differentiation**	Klf4, Sik1, Ect2
**Signal transduction**	Gem, Akap12, Socs3, Gpr113, Ect2
**Regulation of cell proliferation**	Klf4, Ptgs2, Serpine1, Atf3, Jun, Zbtb16
**Small GTPase signaling**	Rab30, Gem, Rhod
**MAP kinase signaling pathway**	Nr4a1, Dusp1, Mapk4, Jun, Hspa1a
**EGFR1 signaling pathway**	Dusp, Jun, Socs3
**TGF-b signaling pathway**	Fosb, Atf3, Jun
**Protein phosphorylation**	Sgk1, Sik1, Mapk4, Trib1, P2rx7
**Insulin signaling**	Sgk1, Mapk4, Jun, Socs3
**Inflammatory response**	Ier3, Zfp36, Socs3, Il2ra
**Immune system**	Nr4a1, Hbegf, Jun, Socs3, Zbtb16, Il2ra, P2rx7
**IL-6 signaling pathway**	Sgk1, Jun, Socs3
**TNF signaling pathway**	Ptgs2, Jun, Socs3
**Fc signaling pathway**	Nr4a1, Hbegf, Jun
**Metabolism**	Got1, Ptgs2, Pygm, Hmgcs1
**Angiogenesis**	Hbegf, Ptgs2, Jun
**Fibroblast proliferation**	Fosl2, Serpine1, Jun

WT = wild-type mice; KO = Tryptophan hydroxylase (*Tph1*) deficient mice; RC = Rescue mice (*Tph1* KO + 100 mg/kg daily injections of 5-hydroxytryptophan). Gene symbols that are underlined denote genes downregulated in the mammary gland of KO and RC dams compared to WT dams.

Next, we characterized the 97 DEG (FDR ≤ 0.01 and fold change ≥ 2) detected in the pairwise comparison between the WT and KO dams. Table 2 shows the functions and processes in which these DEG are involved. Lack of peripheral serotonin impacted processes and functions such as apoptosis, adipogenesis, insulin signaling, glucose metabolism and angiogenesis (Table 2). Notably, all the DEG associated with these functions were upregulated in the mammary gland of KO dams compared to the WT dams.

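Of the 21 genes that Table 2 lists, 16 had a positive log2 fold change in KO dams and 5 a negative one. Under angiogenesis, Epgn, a ligand of the EGF receptor, had 2.52 (standard error 0.69), and every KO dam lay above every WT dam. Under adipogenesis, all 3 genes had positive values, among them Egr2, an early growth response factor (2.27, standard error 0.78). Under glucose metabolism, Got1, an aspartate aminotransferase, had 0.98 (standard error 0.36), and Pygm, glycogen phosphorylase of muscle, had 3.47 (standard error 1.78), with a spread that goes with the muscle counts of KO dams 3 and 4. The 3 genes of insulin signaling and the 3 of negative regulation of ERK1/2 had positive values too, Ndrg2, a gene of growth arrest, at 1.22 (standard error 0.57) among the latter. Under apoptosis 2 of 3 genes had positive values, and Ece1, which activates endothelin, had -0.27 (standard error 0.15). Under inflammatory response, the chemokine Cxcl1 had -0.02 (standard error 0.62).

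Tph1, listed under serotonergic synapse, was the only gene of the table that passed with edgeR, and limma voom called none. DESeq2 called Tph1 and no other gene in these terms. At an unadjusted p under 0.05 stood 13 of the 21 genes, which by term were 2 of 4 for angiogenesis, 3 of 3 for adipogenesis and 2 of 3 for each of glucose metabolism, insulin signaling, apoptosis and ERK1/2. The study chose these genes on the same dams, which is not independent evidence of their direction.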

**Table 2:** Functional characterization of the 97 most significant genes (FDR ≤ 0.01 and fold change ≥ 2) detected in the mouse mammary gland on day 10 of lactation between WT *vs*. KO dams. These are functional terms that were detected exclusively in this specific comparison.

Functional Characterization	Differentially expressed genes
**Apoptotic process**	Ece1, Sgk1, Nr4a1
**Negative regulation of ERK**_**1/2**_	Klf4, Ndrg2, Dusp1
**Signaling by GPCR**	Cxcl1, Hbegf, Ect2
**Angiogenesis**	Ptgs2, Jun, Epgn, Hbegf
**Inflammatory response**	Ptgs2, Cxcl1, P2rx7
**Immune system**	Jun, zbtb16, P2rx7, Il2ra
**Glucose metabolism**	Dusp1, Pygm, Got1
**Insulin signaling**	Jun, Sgk1, Dusp1
**Adipogenesis**	Serpine1, Egr2, Socs3
**Serotonergic synapse**	Ptgs2, Dusp1, Tph1

WT = wild-type mice; KO = Tryptophan hydroxylase (*Tph1*) deficient mice. Gene symbols that are underlined denote genes downregulated in the mammary gland of KO dams compared to WT dams.

We characterized also the most important functions for the 204 DEG (FDR ≤ 0.01 and fold change ≥ 2) detected in the pairwise comparison between WT and RC dams (Table 3). Notably, exogenous administration of 5-HTP impacted several functions in the mammary gland. Twelve DEG were associated with lipid metabolic processes: 11 out of 12 were upregulated in the RC dams compared to the WT dams. In addition, functions associated with oxidation-reduction processes were also affected, in this case only 50% of the DEG were upregulated in RC dams compared to the WT dams. 

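Thrsp, a nuclear regulator of lipogenic enzymes that is abundant in lactating gland, had the smallest p of the 12 lipid genes, with a log2 fold change of 2.14 in RC dams (standard error 0.42, adjusted p = 0.0903 from edgeR) and every RC dam above every WT dam. Of the 12 genes, 8 had a positive and 4 a negative log2 fold change. Those with positive values included Acly, which supplies cytosolic acetyl-CoA (1.03, standard error 0.38), Lpin1, a phosphatidate phosphatase of triglyceride synthesis (1.82, standard error 0.62), Acsl6, a long-chain acyl-CoA synthetase (1.71, standard error 0.63), Insig1 (1.04, standard error 0.30), Pla2g4f, a cytosolic phospholipase (1.74, standard error 0.51), and Plch2, a phospholipase C (0.70, standard error 0.58). Those with negative values were Agps, of ether lipid synthesis (-1.23, standard error 0.42), Ept1, of phosphatidylethanolamine synthesis (-0.59, standard error 0.18), Apod, a lipid-binding apolipoprotein (-1.65, standard error 0.54), and Hmgcs1. All but Plch2 had an unadjusted p under 0.05. Neither edgeR nor limma voom called any of the 12, and DESeq2 called 5, with Insig1, Pla2g4f, Ptgs2 and Thrsp higher and Hmgcs1 lower. The study chose the genes of this and the other Table 3 terms on the same dams, which is not independent evidence of their direction.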

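Of the 8 genes under oxidation and reduction, 4 had a positive and 4 a negative log2 fold change in RC dams. With positive values stood Cyp4b1, a cytochrome P450 (1.22, standard error 0.34), Pyroxd2, a mitochondrial oxidoreductase (1.24, standard error 0.28), Dhodh, of pyrimidine synthesis (1.27, standard error 0.54), and Ptgs2. With negative values stood Nqo1, a quinone reductase of the oxidative stress response (-1.65, standard error 0.61), Gsr, which reduces oxidized glutathione (-1.03, standard error 0.31), Agps, and Alox5ap, which activates 5-lipoxygenase (-0.70, standard error 0.49). Every RC dam lay on the same side of every WT dam for Pyroxd2, Nqo1 and Gsr. Of the 8 genes 0 passed with edgeR or limma voom, DESeq2 called 3 (Cyp4b1, Ptgs2 and Pyroxd2), and 7 had an unadjusted p under 0.05, all but Alox5ap.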

Physiological functions associated with mammary gland cell remodeling and renewal, including cell migration, cell adhesion, cell chemotaxis, senescence and autophagy, cell death and cell growth, were also affected by the increased circulating serotonin in the RC group. 

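Genes that Table 3 places under cell migration had positive log2 fold changes in RC dams in 4 of 4 cases. They were Nfatc2, a calcium-regulated transcription factor (1.27, standard error 0.36), Flt1, a receptor of VEGF (1.08, standard error 0.35), Spata13, an exchange factor for Rho GTPases (1.09, standard error 0.29), and Hbegf. Under cell growth all 3 had positive values, among them Slc25a33, a mitochondrial carrier of pyrimidine nucleotides (1.46, standard error 0.31). Under chemotaxis 3 of 4 did, with Plxnb3, a semaphorin receptor, at 1.87 (standard error 0.46) and the chemokine Ccl28, which draws antibody-secreting cells into the gland, at 1.40 (standard error 0.43), and with the receptor tyrosine kinase Kit at -2.03 (standard error 0.87). Under cell death 2 of 3 were positive, under cell adhesion 1 of 3, and under senescence and autophagy 2 of 4, where Igfbp5, a binding protein of insulin-like growth factors, had -2.68 (standard error 1.14) and Mmp3, a matrix metalloproteinase, -1.62 (standard error 0.40). The 1 positive gene of cell adhesion is Mybpc2, a gene of fast muscle fibers, in a group where RC dam 3 had a high share of muscle gene counts.

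An unadjusted p under 0.05 was found for all genes of migration, growth, chemotaxis and senescence, and for 2 of 3 genes each of cell death and adhesion. No gene passed with edgeR or limma voom. DESeq2 called Nfatc2, Spata13, Slc25a33, Plxnb3, Ccl28, Ptgs2 and Mmp3, and the locus that joins Sept5 with Gp1bb.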

The majority of the DEG associated with these functions were upregulated in the mammary gland of RC dams compared to the WT dams. 

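Genes of cell division had negative log2 fold changes in RC dams. Of 39 measured members of a list of mitosis and cytokinesis genes, 37 had one, with a median of -1.02. Ect2 had the smallest p in the list, followed by Smc2, a condensin subunit (-1.0, standard error 0.33), Anln, anillin of the contractile ring (-1.07, standard error 0.36), and Racgap1, which acts with Ect2 at the cell equator (-1.37, standard error 0.48). Among the genes of Table 3, the kinesins Kif20b and Kif11 had -1.26 (standard error 0.47) and -1.18 (standard error 0.47), and the locus that joins Sept5 with Gp1bb, whose counts cannot be divided between the 2 genes, had -1.28 (standard error 0.34). Mki67, the most abundant member and named after its value was seen, had 0.24 (standard error 0.44). Of 22 genes of DNA replication, 20 had a negative value (median -0.55), with Mcm6, a subunit of the replicative helicase, at -1.11 (standard error 0.34).

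None of the 39 cell division genes passed over all genes, and none when adjusted over the list alone, while 19 had an unadjusted p under 0.05. DESeq2 and limma voom called 0 of the 39. Of the DNA replication genes, 0 passed by either adjustment or with the other tools, and 5 had an unadjusted p under 0.05. Fry gave an adjusted p of 0.499 for both lists. For cell division, camera with a preset correlation gave 2.83e-07, or adjusted p = 0.61 with an estimated correlation. WT dam 1 had the highest cell division score, 2.82, and without it the list's median in RC dams was -0.39.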

Interestingly, the DEG associated with cell division were all downregulated in RC dams (e.g., Ect2, Sept5, Kif20b, and Kif11).

**Table 3:** Functional characterization of the 204 most significant genes (FDR ≤ 0.01 and fold change ≥ 2) detected in the mouse mammary gland on day 10 of lactation between WT *vs*. RC dams. These are functional terms that were detected exclusively in this specific comparison.

Functional Characterization	Differentially expressed genes (WT *vs*. RC)
**Lipid metabolic processes**	Ptgs2, Agps, Pla2g4f, Plch2, Insig1, Ept1, Thrsp, Acsl6, Acly, Hmgcs1, lipin1, Apod
**Oxidation-reduction process**	Ptgs2, Cyp4b1, Dhodh, Pyroxd2, Agps, Alox5ap, Gsr, Nqo1
**Extracellular matrix organization**	Serpine1, Mmp3 **,** Adamts5
**Cell division**	Ect2, Sept5 **,** Kif20b, Kif11
**Cell migration**	Nfatc2, Flt1, Spata13, Hbegf
**Cell adhesion**	Mybpc2, Cdhr1, Gp1bb
**Cell chemotaxis**	Kit, Plxnb3, Ccl28, Flt1
**Senescence and autophagy**	Jun, Serpine1, Igfbp5 **,** Mmp3
**Positive regulation of cell death**	Ptgs2, Hp, Egr1
**Positive regulation of cell growth**	Slc25a33, Sgk1, Hbegf
**Positive regulation of nitric oxide biosynthesis**	Ptgs2, Klf4, Agt
**Positive regulation of cAMP biosynthesis**	Pthlh, Akap12, Crhr1
**Positive regulation of cytosolic calcium concentration**	Chrna9, Crhr1, Ccl28
**T cell differentiation**	Cacnb4, Egr1, Kit
**IL-5 signaling pathway**	Jun, Pim1, Alox5ap
**Cytokine signaling in immune system**	Socs3, Flt1, Ccl28, Il2ra, Usp18, Il13ra1, Kit
**Interferon signaling**	Socs3, Ifit1 **,** Usp18
**SLC-mediated transmembrane transport**	Slc29a3, Slc22a1, Slc41a2, Slc5a8
**Metabolism of amino acids**	Glul, Got1, Nqo1
**GPCR ligand binding and Gα(i) signaling events**	Crhr1, Cck, Agt, Drd4, Pthlh, Ccl28
**Regulation and signaling by Rho GTPases**	Spata13, Srgap3, Rhod, Arhgef37
**Ras signaling pathway**	Pla2g4f, Flt1, Efna5 **,** Kit
**Signaling by PDGF**	Ect2, Srgap3, Rhod
**Signaling by EGFR**	Nr4a1, Hbegf, Kit
**Peroxisome**	Acsl6, Abcd2, Agps
**Tight junction**	Mylpf, Myh4, Actn3
**Endocytosis**	Flt1, Hspa1a, Il2ra, Kit
**Calcium ion transport**	Cacnb4, P2rx7, Atp2b1

WT = wild-type mice; RC = Rescue mice (*Tph1* KO + 100 mg/kg daily injections of 5-hydroxytryptophan). Gene symbols that are underlined denote genes downregulated in the mammary gland of RC dams compared to WT dams.

### Gene Set Enrichment Analysis using Gene Ontology

To gain insight into the processes and pathways that could be regulated differentially between the different treatment groups, we performed Gene Set Enrichment Analysis (GSEA). Genes that showed a FDR ≤ 0.10 and had ENSEMBL annotations were tested against the background set of all expressed genes with ENSEMBL annotations. In this sense, for the enrichment analysis comparing the gene expression between KO *vs*. WT, 229 significant genes were tested against 13,334 background genes. Furthermore, for the enrichment analysis comparing RC *vs*. WT, 607 significant genes were evaluated against 12,772 background genes. The significant enrichment of Gene Ontology (GO) Biological Processes terms was tested using Fisher’s exact test. Briefly, the GO database defines functional classes of genes and assigns biological descriptors (GO terms) to genes on the basis of the properties of their encoded products. Genes that are assigned to the same GO term can be considered members of a category of genes that are more related in terms of some aspect of their biology than any given random sets of genes.

The GO categories (GO term names, number of genes within the term, total number of DEG) that showed significant enrichment with DEG detected in both WT *vs*. KO and WT *vs*. RC comparisons are displayed in Fig 2. For instance, the *angiogenesis* and *blood vessel development* functional terms were significantly enriched with DEG detected in the mammary gland of both KO and RC dams compared to WT dams. 

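Genes that promote or restrain vessel growth had positive log2 fold changes in 26 of 37 cases in KO dams (median 0.33) and in 23 of 37 in RC dams (median 0.43). In KO dams the smallest p values belonged to Epgn, Klf4, Ptgs2 and Nr4a1. In RC dams they belonged to Nr4a1, Ptgs2, Klf4 and Adamts5, a protease of the matrix proteoglycans (1.45, standard error 0.43). Of 3 abundant members named after their values were seen, Vegfa, the main growth factor of vessels, had 0.26 (standard error 0.19) in KO and 0.59 (standard error 0.19) in RC dams, and Epas1, a hypoxia-induced transcription factor, 0.01 (standard error 0.15) and 0.47 (standard error 0.15). Epgn had -0.26 (standard error 0.73) in RC dams. Thbs1, an inhibitor of vessel growth and the most abundant of the 3, had 0.30 (standard error 0.62) and 0.09 (standard error 0.62).

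Over all genes none of the 37 passed with edgeR or limma voom. Adjusted over the list alone, 6 were higher in KO and 8 in RC dams, and 11 and 13 with a positive value, and 0 and 1 with a negative one, had an unadjusted p under 0.05. DESeq2 called 0 in KO and 4 in RC dams (Adamts5, Klf4, Nr4a1 and Ptgs2). From fry the adjusted p was 0.301 in KO and 0.456 in RC dams. Of the 37 genes, 7 are also on the immediate early list, and the S1 File names 11 and the S2 File 9. The GO annotation behind the paper's terms was not used here.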

Interestingly, all of the significant genes in the KO (17 and 20, respectively) and the majority of the significant genes in the RC (21 and 26, respectively) were upregulated compared to the WT. 

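Pthlh, the gene of parathyroid hormone-related protein, through which the lactating gland draws calcium from bone, had a log2 fold change of 1.30 (standard error 0.51) in KO and 2.23 (standard error 0.51) in RC dams, where every RC dam lay above every WT dam. It was the 1 gene of a list of 24 measured genes of calcium transport that passed in RC dams when adjusted over the list alone, and none did in KO dams. The list's median was 0.13 in KO and 0.10 in RC dams, with 15 of 24 values positive in both. Among its pumps, Atp2b2, which moves calcium across the apical membrane into milk, had 0.59 (standard error 0.41) in KO and 1.23 (standard error 0.42) in RC dams, and Atp2b1, a widely expressed plasma membrane pump, had -1.0 (standard error 0.40) in RC dams. Chrna9, a subunit of a calcium-permeable receptor, had 2.28 (standard error 0.96) in RC dams. Of the 3 genes that Table 1 gives as responding to calcium, Fosb and Jun had positive and Ect2 negative values in both groups.

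Of all genes tested, edgeR and limma voom called 0 of the 24, with 1 positive and 1 negative gene in KO and 4 positive and 2 negative in RC dams at an unadjusted p under 0.05. DESeq2 called 0 in KO dams and Pthlh in RC dams, and of the 3 calcium response genes Fosb in RC dams. By fry the adjusted p came to 0.585 in KO and 0.499 in RC dams.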

A similar pattern of expression was observed for other shared functional categories: *ion homeostasis*, *cellular response to calcium*, and *regulation of fat cell differentiation*, where the majority of the DEG were upregulated in the mammary gland of KO and RC dams compared to the WT dams.

**Fig 2:**
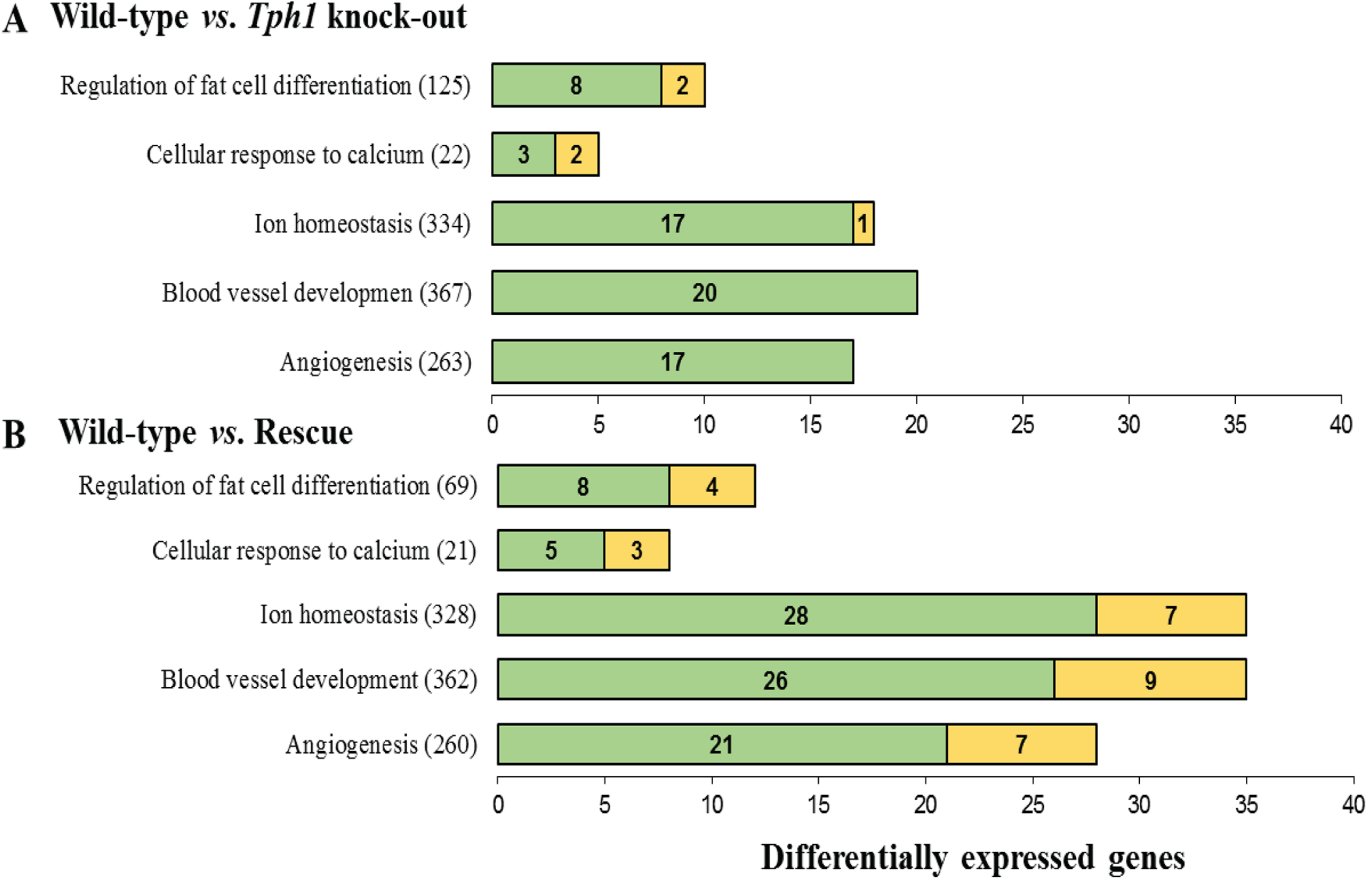
List of Gene Ontology (GO) biological process terms that were significantly enriched (FDR ≤ 0.01) with differentially expressed genes (DEG) detected simultaneously in both pairwise comparisons involving the wild-type (WT) mammary glands on day 10 of lactation: WT *vs*. Knock-out (A) and WT *vs*. Rescue (B). The graph shows the term name, the total number of genes within each term, and the number of genes up-regulated (green) and down-regulated (yellow) in the knock-out or rescue compared to the WT. Knock-out = Tryptophan hydroxylase (*Tph1*) deficient mice; Rescue = *Tph1* knock-out + 100 mg/kg daily injections of 5-hydroxytryptophan.

The GO terms significantly enriched with DEG detected in the mammary gland between KO and WT dams are presented in Fig 3. Several relevant processes for the mammary gland and lactation were enriched such as those involved in intracellular signaling (e.g., ERK and MAP kinases cascades), ion regulation (e.g., *positive regulation of cytosolic ion concentration* and *release of calcium from the ER*), circulatory system, membrane potential, among others. 

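Genes of cell division had negative log2 fold changes in KO dams in 38 of 39 cases, with a median of -0.90. Cdc20, an activator of the anaphase-promoting complex, had -1.83 (standard error 0.57), Plk1, a kinase that drives mitosis, -1.42 (standard error 0.51), and Cenpf, a kinetochore protein, -1.39 (standard error 0.48). Spc25, named after its value was seen, was the 1 member with a positive value, 0.60 (standard error 0.44). Of 22 genes of DNA replication, 20 had a negative value in KO dams (median -0.43), with Tk1, thymidine kinase, at -0.64 (standard error 0.22). For cell division, 0 members passed with edgeR over all genes, with edgeR adjusted over the list alone, with DESeq2 or with limma voom, and 13 had an unadjusted p under 0.05. For DNA replication the counts were 0 by each of these and 2. For the list as a whole fry gave an adjusted p of 0.499 for either list, and for cell division camera gave 1.37e-09 with a preset correlation, or adjusted p = 0.61 with an estimated correlation. The size of the median rests in part on WT dam 1, without which that of the cell division list in KO dams was -0.35.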

Notably, the majority of the DEG within these functional terms were upregulated in the KO dams with the exception of two terms, namely *regulation of cell cycle process* and *nucleocytoplasmic transport*, in which roughly 40% of the DEG were upregulated and 60% were downregulated. The enriched GO terms with DEG detected between RC and WT mammary gland tissue are displayed in Fig 4. 

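Genes of fatty acid synthesis had positive log2 fold changes in RC dams in 23 of 29 cases, with a median of 0.65. After Thrsp, the smallest p values belonged to Elovl5, an elongase of polyunsaturated fatty acids (1.14, standard error 0.34), Mlxipl, a transcription factor that answers to glucose (0.89, standard error 0.28), and Fads1, a fatty acid desaturase (0.86, standard error 0.28). Of 3 abundant members named after their values were seen, Fasn, fatty acid synthase, had 1.28 (standard error 0.57) and Lpl, which releases fatty acids from circulating triglycerides, 0.71 (standard error 0.28). Scd1, the most abundant, had 0.01 (standard error 0.29). The score of the list was 7.05 to 7.67 in RC dams, above all WT dams (6.64 to 6.96). Scores of the milk protein list also lay above all WT dams in the 4 RC dams, and those of the macrophage and fibroblast lists below them, so the mix of cells in the pieces and the expression per cell are not separated here. In KO dams the median was 0.04 with 15 of 29 values positive, and fry's direction was the opposite one (adjusted p = 0.955), so no shift was found there.

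Over all genes edgeR and limma voom called 0 of the 29 in RC dams, and DESeq2 called 2 (Elovl5 and Thrsp). When adjusted over the list alone, Thrsp was higher, and 13 genes with a positive and 1 with a negative value had an unadjusted p under 0.05. The adjusted p in RC dams was 0.316 from fry and 2.96e-06 from camera with a preset correlation, or adjusted p = 0.554 with an estimated correlation. In KO dams 0 of the 29 passed by any of these counts, and 0 had an unadjusted p under 0.05.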

Several of the significant categories enriched after exogenous administration of 5-HTP are associated with lipid metabolism: lipid biosynthetic process, fatty acid and specifically long-chain fatty acid metabolic process. 

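Genes of fibroblasts and the extracellular matrix had negative log2 fold changes in RC dams in 29 of 32 cases, with a median of -0.50. Beside Mmp3, the smallest p values belonged to Sulf1, an extracellular sulfatase (-1.54, standard error 0.38), Chrdl1, an antagonist of bone morphogenetic proteins (-1.81, standard error 0.52), and Mmp14, a membrane-bound metalloproteinase (-0.79, standard error 0.33). Among the most abundant matrix genes, values reached from that of Igfbp5 to near 0, with Col3a1 at -0.62 (standard error 0.34), Col1a2 at -0.31 (standard error 0.33) and Sparc at -0.09 (standard error 0.28). All 4 RC dams had a lower score (2.98 to 3.80) than every WT dam (3.88 to 4.15). The same held for the macrophage list (1.82 to 2.54 against 2.57 to 2.81), and the milk protein list was higher in all 4 RC dams, while endothelial markers were positive in 16 of 21 cases, so the mix of cells in the pieces is not separated from expression per cell. Of the 3 genes that Table 3 lists under extracellular matrix organization, Serpine1 and Adamts5 had positive values and Mmp3 a negative one. In KO dams the list's median was 0.05, with 19 of 32 values positive, while fry's direction was downward (adjusted p = 0.949), and 0 genes passed by any count, with 1 at an unadjusted p under 0.05.

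With p adjusted over the list alone, Mmp3, Sulf1 and Chrdl1 were lower in RC dams. Of all genes tested, edgeR and limma voom called 0 of the 32, and 7 with a negative and 0 with a positive value had an unadjusted p under 0.05. DESeq2 called 3 (Chrdl1, Mmp3 and Sulf1, all lower), and Adamts5 among the Table 3 genes. The adjusted p from fry in RC dams was 0.499.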

Cell migration and extracellular matrix organization, both dynamic and necessary processes in the mammary tissue for the purpose of lactation, were also enriched with DEG. All of the listed GO categories present variable percentages of genes that are up or downregulated within each term. For instance, all of the DEG for the *cellular response to interferon beta* GO term were downregulated whereas 60% of DEG for the *rhythmic processes* term and 50% of the DEG for the *cell migration* term were upregulated in mammary gland of RC dams compared to the WT dams.

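Interferon-stimulated genes had negative log2 fold changes in RC dams in 33 of 35 cases, with a median of -0.75. Iigp1, an immunity-related GTPase, had -1.07 (standard error 0.19, adjusted p = 0.0832 from edgeR), Trim30a, a regulator of innate immune signaling, -1.72 (standard error 0.40), Irgm1, another immunity-related GTPase, -1.0 (standard error 0.24), and Oas2 -1.23 (standard error 0.33). For each of these 4 genes every RC dam lay below every WT dam. The score of the list was 2.56 to 2.71 in RC dams, below all WT dams (3.01 to 4.05) and all KO dams (2.91 to 3.97). In KO against WT dams the median was -0.17 with 12 of 35 values positive, and in RC against KO dams it was -0.76 with 33 of 35 negative. Of the 3 genes that Table 3 lists under interferon signaling, Ifit1, an RNA-binding antiviral protein, had -1.47 (standard error 0.43), Usp18, which removes the interferon-induced modifier ISG15, -1.24 (standard error 0.41), and Socs3 a positive value. The macrophage list also had negative values in RC dams.

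Adjusted over the list alone, 19 genes were lower in RC than in WT dams and 13 lower than in KO dams. The S2 File names 9 members of the list, which is not independent evidence. Over all genes edgeR and limma voom called 0 in either comparison, with 22 and 18 at an unadjusted p under 0.05. DESeq2 called 6 lower than in WT dams (Ifit1, Iigp1, Irgm1, Oas2, Rsad2 and Trim30a) and Oas2 lower than in KO dams. Fry gave an adjusted p of 0.301 for both comparisons and 0.927 for KO against WT dams, where 0 genes passed by any of these counts and 1 had an unadjusted p under 0.05. For RC against WT dams camera with a preset correlation gave 3.57e-12, or adjusted p = 0.525 with an estimated correlation.

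**Figure D3:**
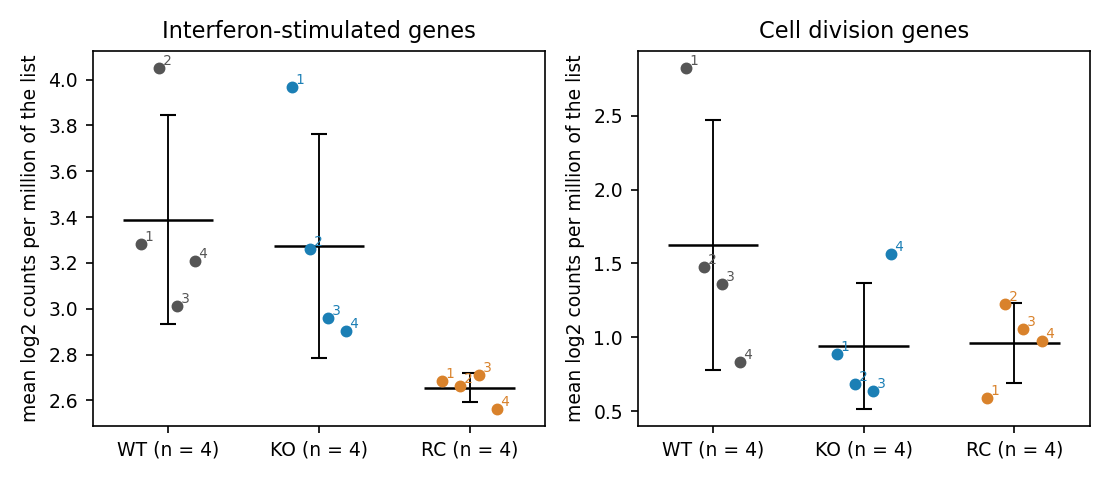
Scores of the interferon-stimulated and cell division lists (mean log2 CPM of the members) in each dam, with the group mean ± SD and 1 labelled point per dam. The interferon scores of the 4 RC dams lie between 2.56 and 2.71, below those of the other 8 dams, and the cell division score of WT dam 1 is the highest at 2.82.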

**Fig 3:**
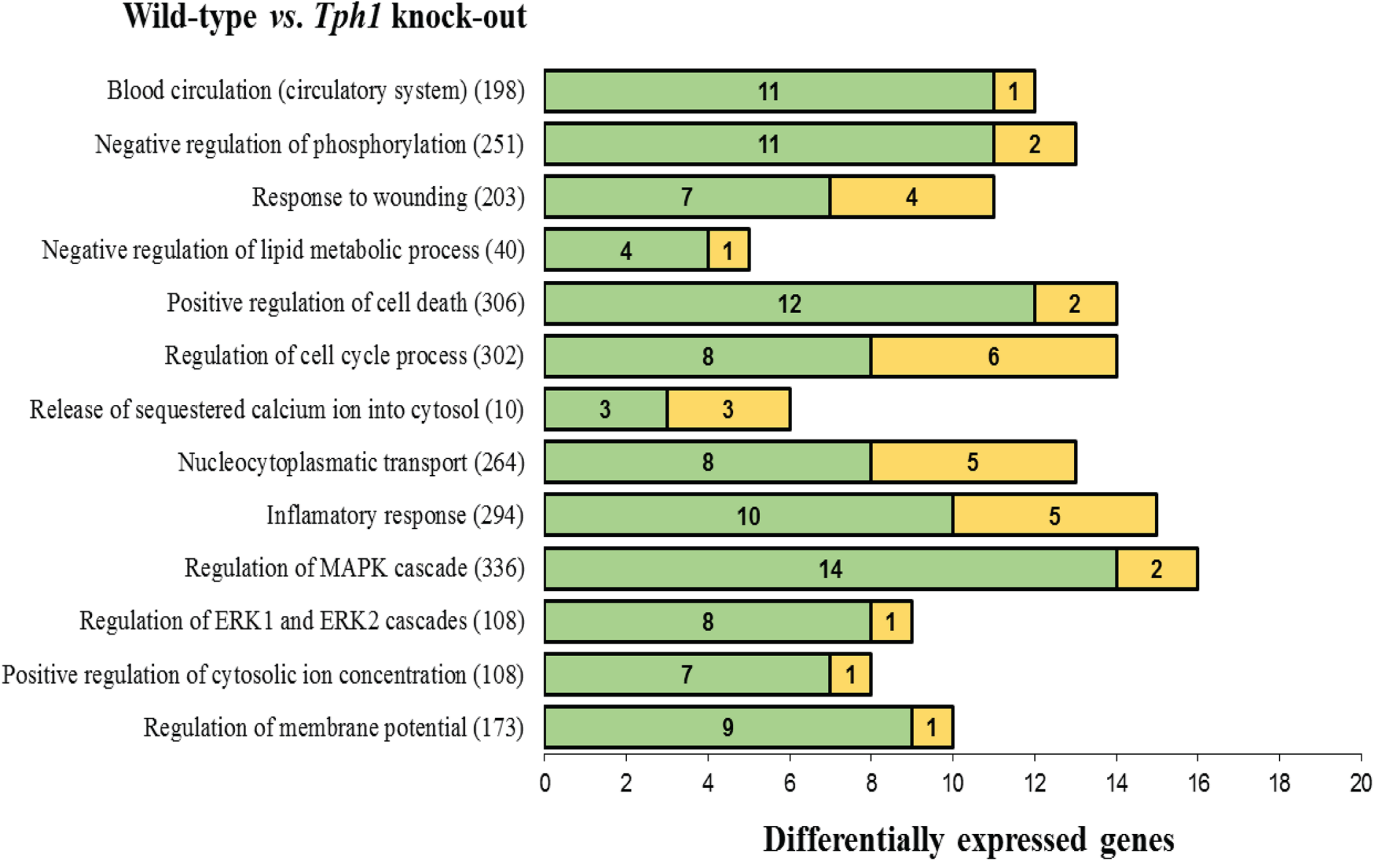
List of Gene Ontology (GO) terms that were significantly enriched (FDR ≤ 0.01) with differentially expressed genes (DEG) detected between wild-type (WT) *vs*. Knock-out mammary glands on day 10 of lactation. The graph shows the term name, the total number of genes within each term, and the number of genes up-regulated (green) and down-regulated (yellow) in the knock-out compared to the wild-type. Knock-out = Tryptophan hydroxylase (*Tph1*) deficient mice.

**Fig 4:**
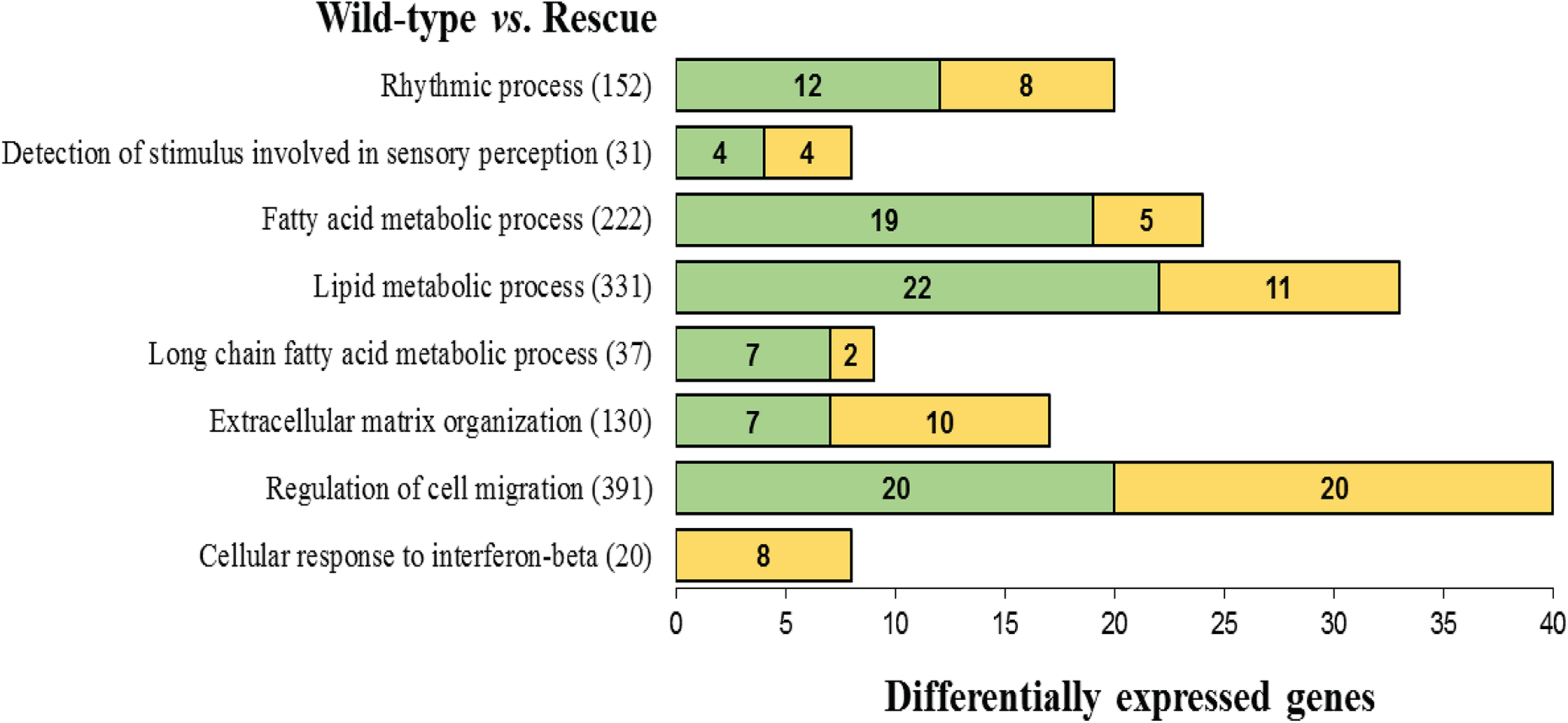
List of Gene Ontology (GO) terms that were significantly enriched (FDR ≤ 0.01) with differentially expressed genes (DEG) detected between wild-type (WT) *vs*. Rescue mammary gland on day 10 of lactation. The graph shows the term name, the total number of genes within each term, and the number of genes up-regulated (green) and down-regulated (yellow) in the Rescue compared to the wild-type. Rescue = Tryptophan hydroxylase (*Tph1*) knock-out + 100 mg/kg daily injections of 5-hydroxytryptophan.

### Gene Set Enrichment Analysis using Medical Subject Headings (MeSH)

The National Library of Medicine utilizes MeSH terms for indexing articles. In fact, each bibliographic reference is associated with a set of MeSH terms that describe the content of the publication, which is continually revised and updated. In contrast to GO where functional categories are mapped directly to genes, a unique feature of MeSH is that the terms are assigned to the literature. Therefore, because MeSH terms are associated with PubMed literature, an additional step of associating MeSH with genes is required.

The significant enrichment of MeSH terms with DEG was also analyzed using Fisher’s exact test (FDR ≤ 0.01). Presented in Table 4 are the list of selected and most relevant MeSH terms that were significantly enriched with DEG for the comparisons WT *vs*. KO and WT *vs*. RC. Only terms from the category *phenomena and processes* are displayed. The most significant MeSH terms are associated with cell proliferation, insulin resistance, and immune response, among others. The full list of significant MeSH terms for the WT *vs*. KO and WT vs RC pairwise comparisons can be found in S3 and S4 Files, respectively.

**Table 4:** Medical Subject Headings (MeSH) terms that were significantly enriched (FDR ≤ 0.01) with differentially expressed genes detected in the mammary gland on day 10 of lactation for the following pairwise comparisons: WT *vs*. KO and WT *vs*. RC.

MeSH Term name (MesH ID)	*P*-value
**Exclusive to WT *vs*. KO pairwise comparison**	
**Cell proliferation** (D049109)	1.6 x 10^−10^
**Insulin resistance** (D00733)	4.3 x 10^−10^
**Genetic predisposition to disease** (D020022)	1.2 x 10^−8^
**Liver regeneration** (D008115)	1.9 x 10^−8^
**Energy Metabolism** (D004734)	4.0 x 10^−8^
**Active transport, Cell nucleus** (D021581)	7.2 x 10^−8^
**Fasting** (D005215)	9.0 x 10^−8^
**Exclusive to WT *vs*. RC pairwise comparison**	
**Immunity, Innate** (D007113)	1.4 x 10^−11^
**Kinetics** (D007700)	1.4 x 10^−9^
**Bone density** (D015519)	1.9 x 10^−8^
**Cell movement** (D02465)	3.6 x 10^−8^
**Physiological feedback** (D025461)	4.0 x 10^−8^
**Cell communication** (D002450)	5.5 x 10^−8^
**Cell division** (D002455)	6.4 x 10^−8^
**Macrophage activation** (D008262)	9.3 x 10^−8^
**Cell death** (D016923)	1.5 x 10^−7^
**Neovascularization** (D018919)	3.5 x 10^−7^
**Obesity** (D009765)	6.5 x 10^−7^
**Permeability** (D010539)	6.5 x 10^−7^
**Enzyme activation** (D004789)	9.7 x 10^−7^

### Validation of overall gene expression

To validate genes found to be significant in the RNA-Seq analysis, four differentially expressed genes, period circadian clock 2 (Per2), G protein-coupled receptor 113 (Gpr113), GLIS family zinc finger 3 (Glis3), and one novel transcript unit (NTU) were selected and their expression was assessed using by qPCR. The RNA-Seq analysis showed that Per2, Gpr113, and NTU were statistically upregulated in the mammary gland of RC dams while the gene Glis3 was statistically upregulated in the mammary gland of WT dams. Fig 5 displays the fold differences in gene expression measured by both RNA-Seq and qRT-PCR. The four genes displayed similar patterns of mRNA abundance with both methods.

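Per2 rose and Glis3 fell in RC dams, while the transcript unit NTU had a large positive value that did not pass. Per2 lies on chromosome 1 of GRCm38 from 91415981 to 91459324. It had 3.86 ± 1.65 CPM in WT, 11.5 ± 2.17 in KO and 22.0 ± 2.99 in RC dams (SD, n = 4 each), a log2 fold change of 2.53 in RC dams (standard error 0.26, adjusted p = 0.00221 from edgeR) and of 1.59 in KO dams (standard error 0.26, adjusted p = 0.170 from edgeR). Glis3, a zinc finger transcription factor on chromosome 19 from 28258851 to 28720027, had 2.29 ± 0.391 CPM in WT, 0.965 ± 0.245 in KO and 0.488 ± 0.160 in RC dams (SD, n = 4 each). Its log2 fold change was -2.28 in RC dams (standard error 0.33, adjusted p = 0.0178 from edgeR), a call that is lost without any one of RC dams 1, 3 and 4 or WT dams 1, 3 and 4, and -1.23 in KO dams (standard error 0.30, adjusted p = 0.40 from edgeR). For both genes the RC and the KO dams were each separated from all WT dams (two-sided exact permutation test, p = 0.0286). The paper chose Per2, Glis3 and NTU on the same dams, so their separation is not independent evidence. Such separation was found for 8.40% of all genes in RC and 4.36% in KO dams, against 2.86% by chance.

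NTU (XLOC_028476) had 1.17 ± 0.437 CPM in WT, 19.7 ± 13.0 in KO and 44.5 ± 15.3 in RC dams (SD, n = 4 each), with a log2 fold change of 5.27 in RC dams (standard error 0.83, adjusted p = 0.0640 from edgeR). Every RC dam lay above every WT dam (two-sided exact permutation test, p = 0.0286), and KO dams did not separate from them (two-sided exact permutation test, p = 0.114), since KO dam 1 had 0.770 CPM. Without KO dam 1, edgeR called NTU in RC dams, and DESeq2 called it with all dams.

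**Figure D4:**
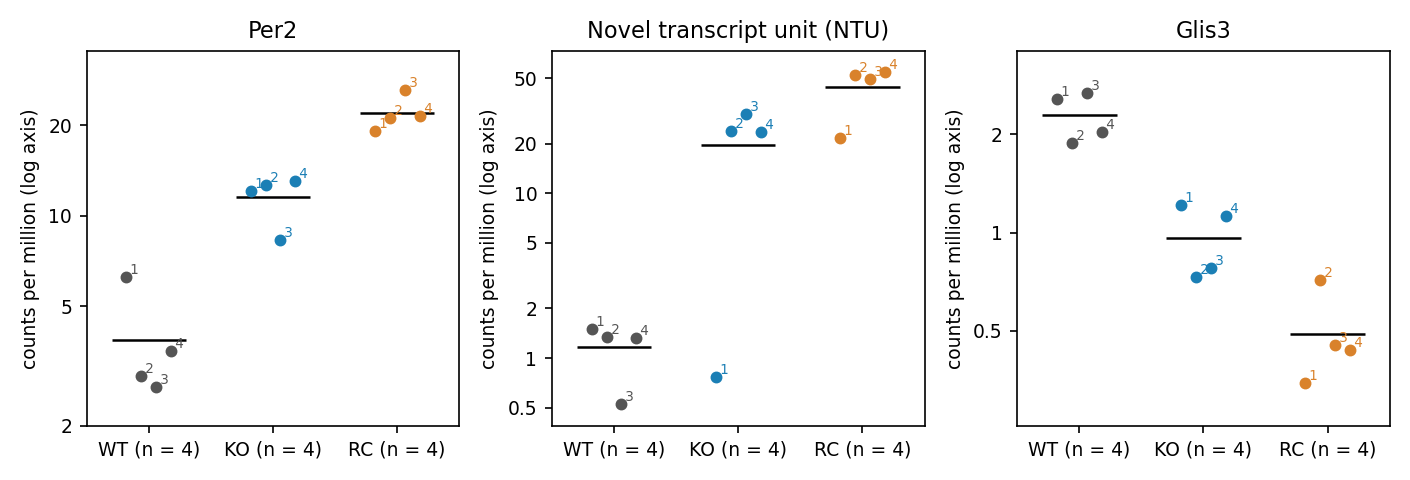
CPM of Per2, NTU and Glis3 in each dam on a log axis, with 1 labelled point per dam and a line at the group mean. RC dams lie above all WT dams for Per2 and NTU and below all WT dams for Glis3, and KO dam 1 lies with the WT dams for NTU.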

**Fig 5:**
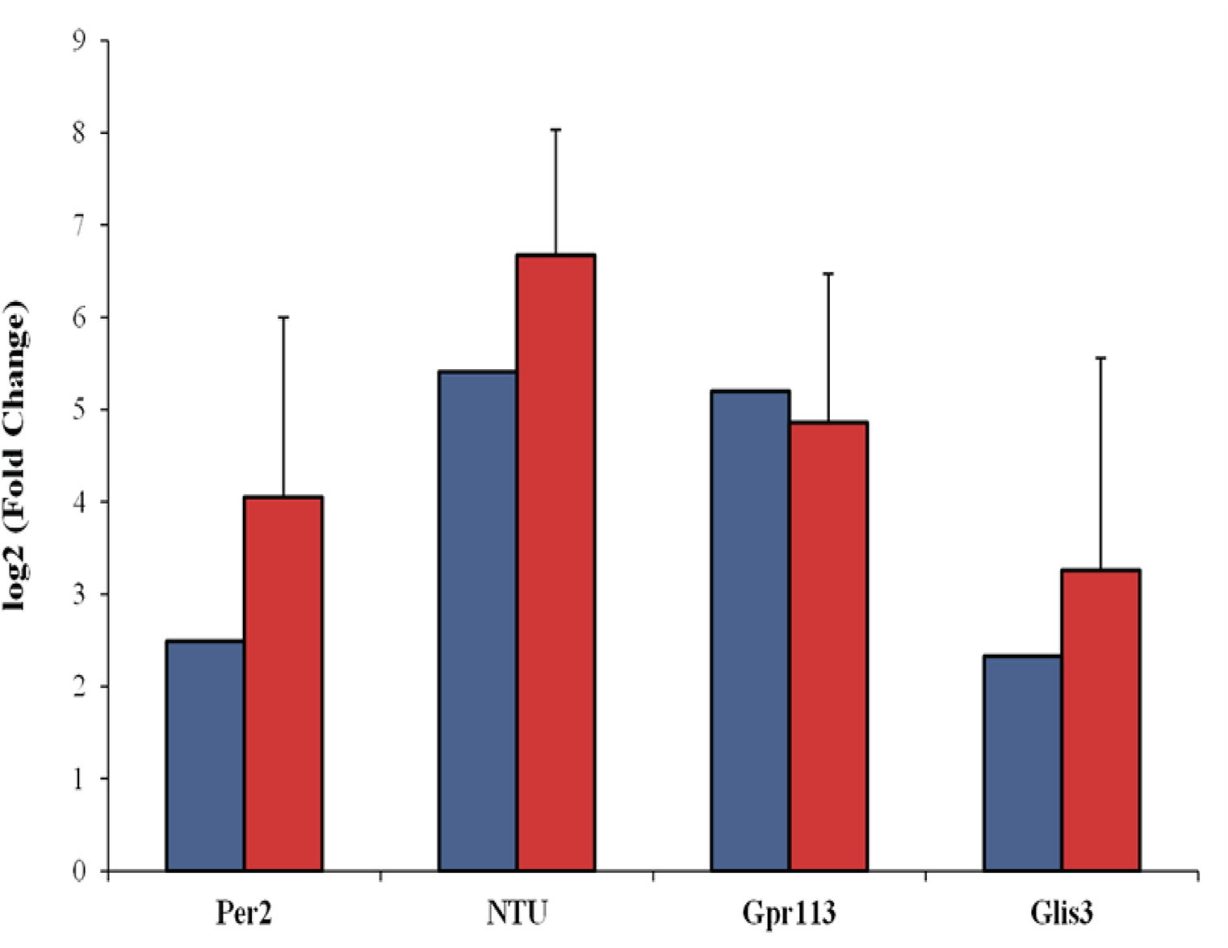
Validation of overall gene expression. Fold changes of four differentially expressed genes measured by RNA-Seq (blue) versus qRT-PCR (orange). Genes period circadian clock 2 (Per2), a novel transcript unit [Chr5:30,208,00730,212,059] (NTU), and G protein-coupled receptor 113 (Gpr113) were statistically upregulated in the mammary gland of RC dams while gene GLIS family zinc finger 3 (Glis3) was statistically upregulated in the mammary gland of WT dams.

## Discussion

Non-neuronal serotonin regulates a diverse set of physiological processes in numerous tissue types. Serotonin signals through approximately 15 different receptor subtypes, allowing for the regulation of multiple physiological events simultaneously [30]. Previous research has detailed the importance of serotonin in regulating mammary gland function and physiology [13,14,31,32,]. As such, serotonin has been described to regulate mammary gland cell turnover, milk protein gene expression, calcium signaling, and tight junction formation [9,10,13]. The presence of five serotonin receptors within the mammary gland [8] suggest the possibility that numerous other physiological functions may exist that have not yet been recognized. This study not only confirms serotonin participation in functions previously reported in the mammary gland, but also reveals physiological processes and functions, in which serotonin participates, that had not been reported previously and that might be critical for the process of lactation.

In this study, terms related to *calcium transport* and *cellular responses to calcium* were found among the most significant functional categories. We have previously demonstrated that serotonin is involved in calcium regulation, specifically in the transport of calcium into the mammary gland and milk during lactation [33]. In fact, we showed that the protein and gene expression of some of the major calcium transporters and pumps in the mammary gland were impacted by serotonin [9]. 

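Genes of calcium release from the endoplasmic or sarcoplasmic reticulum had positive log2 fold changes in KO dams in 15 of 17 cases, with a median of 0.72. Those with the largest values act in muscle, where Casq1, which binds calcium in the sarcoplasmic reticulum, had 3.91 (standard error 1.79), Tmem38a, a counter-ion channel of the same store, 1.61 (standard error 0.72), and Jph1, which ties the store to the plasma membrane, 0.80 (standard error 0.38). The receptors of inositol trisphosphate, the release channels of epithelial cells, went both ways, with Itpr3 at -0.59 (standard error 0.19), Itpr1 at 0.33 (standard error 0.21) and Itpr2 at 0.25 (standard error 0.32), the last 2 named after their values were seen. The list shares 3 of its 17 genes with the skeletal muscle list, whose share of the counts was highest in KO dam 4 (0.144%) and RC dam 3 (0.129%), followed by KO dam 3 (0.0418%). In RC dams 11 of 17 values were positive (median 0.41), with Casq1 at 3.04 (standard error 1.82). In KO dams edgeR called 0 of the 17, over all genes and adjusted over the list alone, as did DESeq2 and limma voom, and 1 gene with a positive and 1 with a negative value had an unadjusted p under 0.05. RC dams gave 0 by each of these and 1 positive gene at an unadjusted p under 0.05. From fry the adjusted p was 0.499 in KO and 0.927 in RC dams.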

The upregulation of genes involved in the *release of sequestered calcium ion into the cytosol* exclusively in the serotonin deficient dams, might be reflecting the need for available calcium in those dams, given they are deficient in peripheral serotonin. In line with these findings, the enrichment of the MeSH term *bone density*, exclusively in the RC dams, provides further evidence of the presence of a mammary-bone serotonergic axis that functions to provide calcium for lactation [33].

The enrichment of pathways involved in aspects of *cell proliferation*, *cell cycle*, and *apoptosis*, is supported by previous research indicating that serotonin participates in mammary epithelial cell apoptosis and proliferation [9, 13]. 

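Of 22 measured genes that feed back on or report ERK signaling, 13 had a positive log2 fold change in KO dams (median 0.30) and 13 in RC dams (median 0.12). Mapk4 was higher in KO dams when adjusted over the list alone. Egr1, a transcription factor induced by ERK, had 2.65 (standard error 0.82) in KO and 2.54 (standard error 0.81) in RC dams. Etv5, a transcription factor that follows ERK activity, had -0.85 (standard error 0.28) and -1.13 (standard error 0.28), and Etv1, its relative, had -1.46 (standard error 0.42) in RC dams. Spred2, an inhibitor of the pathway, had 0.61 (standard error 0.25) in KO dams. In RC dams Mapk4 and Egr1 were higher and Etv5 and Etv1 lower when adjusted over the list alone. Of all genes tested, edgeR and limma voom called 0 of the 22 in either group, with 3 positive and 2 negative in each at an unadjusted p under 0.05. DESeq2 called Mapk4 in KO dams, and Mapk4 (higher) and Etv5 (lower) in RC dams. By fry the adjusted p came to 0.689 in KO and 0.949 in RC dams, and 3 of the 22 genes are also immediate early genes.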

The finding that genes involved in the *negative regulation of ERK*_*1/2*_ were exclusively upregulated in the mammary glands of serotonin deficient dams, compared to the wild-types, further confirms that serotonin regulates the expression of ERK_1/2_ [9]. The participation of serotonin in the regulation of ERK signaling cascade can have an impact in a large variety of processes in mammary epithelial cells which are essential for lactation, including *cell adhesion*, *cell migration*, *cell cycle*, *cell survival*, *differentiation*, *metabolism*, *proliferation*, among others. Interestingly, the majority of these functions were significantly altered in this study. Additionally, serotonin has previously been shown to be important for the assembly and disassembly of tight junctions [10, 11]. 

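The 3 genes that Table 3 lists under tight junction are Mylpf, Myh4 and Actn3, which encode a myosin light chain, a myosin heavy chain and an actinin of fast muscle fibers. In RC dams they had log2 fold changes of 4.01 (standard error 2.12), 3.85 (standard error 2.49) and 3.53 (standard error 2.24), and none had an unadjusted p under 0.05. Muscle genes took 0.129% of the counts of RC dam 3. The muscle score of that dam was 4.31 and those of the other RC dams were -1.40 to -1.07, and without RC dam 3 the median of the muscle list in RC dams went from 2.62 to -1.75. With all dams, 29 of the 32 muscle genes had a positive value in RC dams, but fry's direction was downward (adjusted p = 0.949). Among the 32, edgeR called 0, over all genes and adjusted over the list alone, as did DESeq2 and limma voom, and 0 had an unadjusted p under 0.05.

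A list of 27 measured components of tight junctions had a median of 0.03 in RC dams, with 16 positive values, and of 0.06 in KO dams, with 17. Marveld2, tricellulin, had 0.72 (standard error 0.26) in RC and 0.78 (standard error 0.26) in KO dams, and Magi1, a junctional scaffold, -0.42 (standard error 0.17) and -0.26 (standard error 0.17). Among the claudins, Cldn4, named after its value was seen, had 0.96 (standard error 0.66) and Cldn8 0.60 (standard error 0.32) in RC dams. By edgeR over all genes, by edgeR adjusted over the list alone, by DESeq2 and by limma voom, 0 of the 27 passed in either group. At an unadjusted p under 0.05 stood 1 positive and 1 negative gene in RC and 1 positive gene in KO dams. For the list as a whole fry gave an adjusted p of 0.952 in RC and 0.819 in KO dams.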

Our results demonstrate that the increased peripheral serotonin in the RC dams upregulates genes in the mammary gland that are involved in *tight junctions*, compared to wild-types dams. Therefore, this confirms that serotonin is involved in the regulation of a crucial function for milk synthesis and secretion in the mammary gland.

In conjunction with pathways that have previously been reported to be regulated by serotonin in the mammary gland, several new pathways were revealed in this study. Functional terms related to immune function were enriched in the mammary glands of serotonin deficient and the RC dams when compared to the wild-types dams. This finding is of interest for several reasons. It is well known that the developmental transition of the mammary gland to a non-secretory from a secretory state has a molecular signature that is very similar to an immune response [34]. It is plausible that serotonin signaling may have a role in mammary gland remodeling through regulation of an immune-like response. In fact, several functional categories related to immunity (i.e. *cytokine signaling*, *T-cell differentiation*, *IL-5 signaling pathway*, *interferon signaling*) were enriched exclusively in the rescue compared to the wild-type mammary glands. 

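Macrophage markers had negative log2 fold changes in RC dams in 24 of 26 cases, with a median of -0.43, and all 4 RC dams had a lower score (1.82 to 2.54) than every WT dam (2.57 to 2.81). Cd163, a scavenger receptor, had -1.09 (standard error 0.43), Itgam, an integrin of myeloid cells, -1.39 (standard error 0.56), and Ccr2, a chemokine receptor of monocytes, -1.35 (standard error 0.58). The most abundant marker, Cd14, had -0.24 (standard error 0.45). Against KO dams all 26 values were negative (median -0.64), with Lyz2, lysozyme, at -0.93 (standard error 0.30). The dams of these 2 groups overlapped, since scores of KO dams ran from 2.06 to 3.49 and 1 RC dam lay below all of them. Of the T cell markers only 3 were measured, with Tcf7 at -1.70 (standard error 0.62), Cd28 at 0.95 (standard error 0.42) and Il7r at -0.37 (standard error 0.37), and of the B cell markers only Cxcr5 (-0.13, standard error 0.31). Of the 7 genes that Table 3 lists under cytokine signaling, 3 had positive and 4 negative values, among the latter Il13ra1, a receptor chain of IL-13 (-1.37, standard error 0.50). The T cell differentiation and IL-5 terms each had 2 positive genes and 1 negative gene.

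Over all genes edgeR and limma voom called 0 of the 26 macrophage markers in RC against WT or KO dams, and adjusted over the list alone 0 passed, with 5 and 8 at an unadjusted p under 0.05. DESeq2 called none. Among the T cell markers, Tcf7 was lower when adjusted over the list alone, 1 positive and 1 negative gene had an unadjusted p under 0.05, and 0 passed over all genes with any of the tools. The single B cell marker did not pass in RC dams by any of these counts. The adjusted p from fry in RC against WT dams was 0.499 for macrophages, 0.499 for T cells and 0.740 for B cells. In the Table 3 terms edgeR and limma voom called 0 genes and DESeq2 only Ccl28, while 6 of 7 cytokine genes and 2 of 3 each of the T cell and IL-5 genes had an unadjusted p under 0.05.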

The finding that serotonin might be involved in mammary gland immune function opens up new possibilities for exploring the specific roles of this monoamine in mammary response to infection. Furthermore, serotonin was proposed to stimulate some immune markers in the mammary gland in response to high-fat diet feeding in rats [35] and also has been implicated in the activation of the immune responses and inflammation in several tissues and cell types throughout the body [36, 37, 38]. 

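Of 30 measured genes of inflammation, 21 had a positive log2 fold change in KO dams (median 0.47) and 18 in RC dams (median 0.33). After Ptgs2, the smallest p values in KO dams belonged to Nfkbiz, a regulator of NF-kB targets (0.77, standard error 0.24), Ccl28 (1.11, standard error 0.42) and Il1b, the cytokine interleukin-1 beta (1.33, standard error 0.52). In RC dams Ccl9, a chemokine of myeloid cells, had -1.34 (standard error 0.40) and Il15, a cytokine that supports lymphocytes, 1.17 (standard error 0.42). Of the 3 genes that Table 2 lists under inflammatory response, Ptgs2 had the 1 unadjusted p under 0.05. None of the 30 passed with edgeR in either group, over all genes or adjusted over the list alone, and limma voom called 0. In KO dams 4 genes with a positive and 0 with a negative value had an unadjusted p under 0.05, and in RC dams 6 and 2. DESeq2 called 0 in KO and 2 in RC dams (Ccl28 and Ptgs2, both higher). Fry gave an adjusted p of 0.530 in KO and 0.887 in RC dams.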

Here, the *inflammatory response* pathway was significantly impacted with the majority of the participating genes being upregulated in the serotonin deficient dams, compared to the wild-type dams. This finding might indicate a role of serotonin in the regulation of inflammatory responses in the mammary gland.

Another interesting finding is that the lack of peripheral serotonin significantly impacted *insulin signal* and *glucose metabolism* pathways in the mammary gland. 

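Of 34 measured genes of insulin signaling and glucose metabolism, 20 had a positive log2 fold change in KO dams (median 0.06) and 23 in RC dams (median 0.15). In KO dams Pfkfb3, which makes the activator of glycolysis fructose 2,6-bisphosphate, had 1.52 (standard error 0.48) and Hk1, hexokinase 1, -0.52 (standard error 0.21). In RC dams Got1 had 1.33 (standard error 0.36), Foxo3, a transcription factor held back by insulin, 0.67 (standard error 0.18), and Pck2, of mitochondrial gluconeogenesis, 0.70 (standard error 0.27). B4galt1, the catalytic subunit of lactose synthase and the most abundant member, named after its value was seen, had 0.36 (standard error 0.30) in KO and 0.51 (standard error 0.30) in RC dams. When adjusted over the list alone, 0 genes passed in KO dams, and Got1 and Foxo3 were higher in RC dams. Of all genes tested, edgeR and limma voom called 0 in either group, with 5 positive and 1 negative in KO and 4 positive and 1 negative in RC dams at an unadjusted p under 0.05. DESeq2 called 0 in KO dams and Foxo3 and Got1 in RC dams. From fry the adjusted p was 0.670 in KO and 0.499 in RC dams.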

In fact, the genes involved in these two functional categories were upregulated exclusively in the serotonin deficient dams, compared to the wild-types. It is known that serotonin can stimulate pancreatic β-cell proliferation, glucose and insulin secretion in both a pregnant mouse model and in a non-pregnant model, particularly during an insulin resistant state [39, 40]. In the mammary gland, we have determined that serotonin has effects on glucose transporters [33]. Serotonin participation in glucose metabolism and transport could potentially impact mammary gland lactose synthesis highlighting the importance of this monoamine for lactation. The role of serotonin in insulin signaling and its potential implications for mammary physiology and lactation is less clear and needs further research.

The enrichment of pathways related to lipid metabolism in the mammary gland of RC dams compared to wild-type dams could be beneficial for the assembly of milk fat, of which 50% occurs *de novo* in the mammary gland [41]. In addition, the upregulation of several genes involved in adipogenesis in the mammary gland of serotonin deficient dams might indicate that this monoamine plays a role regulating adipogenesis. 

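Regulators of adipogenesis had positive log2 fold changes in KO dams in 16 of 23 cases (median 0.46) and in RC dams in 16 of 23 (median 0.76). In KO dams the smallest p values belonged to Klf4, Nr4a1, Egr2 and Zbtb16, a zinc finger repressor that glucocorticoids induce (1.11, standard error 0.38). In RC dams Zbtb16 had 1.31 (standard error 0.38). Klf5, a Kruppel-like factor that acts early in fat cell differentiation and named after its value was seen, had 1.22 (standard error 0.45) in KO and 0.96 (standard error 0.45) in RC dams. Markers of mature fat cells did not follow, with 11 of 17 values negative in either group and medians of -0.13 in KO and -0.27 in RC dams. Adipoq, adiponectin, had -0.56 (standard error 0.44) and -0.72 (standard error 0.44), and Fabp4, the fatty acid-binding protein of fat cells, 0.06 (standard error 0.34) and 0.08 (standard error 0.34).

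Over all genes edgeR and limma voom called 0 of the 23 regulators in either group, and DESeq2 0 in KO and 3 in RC dams (Klf4, Nr4a1 and Zbtb16). With p adjusted over the list alone, 0 were higher in KO and 3 in RC dams (the same 3 genes), and 9 and 6 had an unadjusted p under 0.05. Of the 17 fat cell markers 0 passed by any of these counts, and 0 in KO and 1 in RC dams had an unadjusted p under 0.05. By fry the adjusted p came to 0.301 in both groups for the regulators, 3 of which are immediate early genes, and 0.887 in KO and 0.949 in RC dams for the fat cell markers.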

Little work has focused on the effects of serotonin on adipogenesis, however, there is evidence that serotonin acts through the 5-HT2A receptor subtype to stimulate adipogenesis [42]. It has been shown that high fat diet consumption increased adipocytes in the mammary gland, decreasing milk protein gene expression and increasing serotonin production [35]. The involvement of serotonin in this pathway could be critical for mammary gland development. In line with this findings, MeSH enrichment analysis indicated that serotonin might also be involved in *obesity*. Interestingly, this term was enriched exclusively for the RC dams. Prepartal obesity delays the onset of lactogenesis stage II in humans, which is a critical barrier to successful breast-feeding outcomes [43]. This association between serotonin and obesity could open new avenues of research exploring the role of this monoamine in human lactation, as well as in the negative lactation outcomes of over-conditioned dairy cows.

The first physiological effect of serotonin described was its role in blood vessels as a vasoconstrictor [44]. Since then, it has been discovered that serotonin has a wide array of effects on the circulation depending on which receptor subtype serotonin interacts with [45,46,47]. Following this line, another important finding of this study is that blood circulation and angiogenic pathways were significantly affected in both the serotonin deficient and the rescue dams compared with WT. These two functions are particularly important for milk synthesis during lactation since they enable a more efficient transport of nutrients to the mammary epithelial cells and the removal of waste products. 

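Endothelial markers had positive log2 fold changes in 14 of 21 cases in KO dams (median 0.11) and in 16 of 21 in RC dams (median 0.43). Apold1, an endothelial gene that stress and growth factors induce quickly, had 2.44 (standard error 0.64) in KO and 2.21 (standard error 0.64) in RC dams, and every KO and every RC dam lay above every WT dam. Ptprb, a receptor phosphatase of vessel walls, had 0.61 (standard error 0.26) and 0.93 (standard error 0.26), and Kdr, the main receptor of VEGF, 0.10 (standard error 0.30) and 0.86 (standard error 0.30). Pecam1, a constant marker of endothelium, was at -0.13 (standard error 0.29) and -0.06 (standard error 0.29), and Cdh5, its cadherin, at 0.11 (standard error 0.31) and 0.43 (standard error 0.31). Adjusted over the list alone, Apold1 was higher in KO dams, and Apold1 and Ptprb in RC dams. Of all genes tested, edgeR and limma voom called 0 of the 21 in either group, and DESeq2 called Apold1 in KO and Apold1 and Ptprb in RC dams. In KO dams 4 positive genes had an unadjusted p under 0.05, and in RC dams 6 positive and 1 negative. For the list as a whole fry gave an adjusted p of 0.819 in KO and 0.499 in RC dams.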

The functional categories *angiogenesis* and *blood vessels development* were altered in both the serotonin deficient and the rescue dams compared to wild-types, and the majority of the genes were upregulated. The functional category *blood circulation* (*circulatory system)* was also impacted but exclusively in the serotonin deficient dams compared to the wild-types. Further exploration of these pathways and the specific genes that are involved may shed light on the roles of serotonin in nutrient delivery to the mammary gland and its implications for lactation. It is known that serotonin stimulation of angiogenic pathways is common during breast cancer metastasis [48]. Regulation of this pathway by serotonin could prove to be important for the understanding of tumor progression.

A recent study revealed that the mammary gland adapts its clock during lactation [49]. These authors demonstrated that the mammary gland clock is attenuated during lactation in order to meet the demands of the nursing young at any point during the day [50]. This finding is important, because it demonstrates that peripheral clocks within tissues can act independently from the central clock within the suprachiasmatic nucleus. Serotonin is a precursor for melatonin synthesis within the pineal gland [51], and therefore it could be involved in the regulation of the central clock system. Interestingly we found that increased peripheral serotonin in the rescue dams upregulates genes associated to *rhythmic process* in the mammary gland during lactation. This finding could place peripheral serotonin as a possible regulator of a peripheral clock system within the mammary gland.

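Clock genes differed between RC and WT dams in both directions. Besides Per2, the repressor Per3 had a log2 fold change of 1.48 in RC dams (standard error 0.26, adjusted p = 0.0832 from edgeR) and Tef, a clock-controlled transcription factor, 1.49 (standard error 0.28, adjusted p = 0.0833 from edgeR). Arntl, the activator that the repressors oppose, had -1.16 (standard error 0.29, adjusted p = 0.170 from edgeR). For these 3 genes every RC dam was separated from every WT dam. Nr1d2, which represses Arntl, had 0.74 (standard error 0.23), Cry2, a partner of the Per proteins, 0.84 (standard error 0.21), and Hlf, a relative of Tef named with Cry2 after the values were seen, -0.66 (standard error 0.22). In KO dams the values were smaller in all 6 of these genes, with Per3 at 0.64 (standard error 0.26), Tef at 0.55 (standard error 0.28) and Arntl at -0.65 (standard error 0.28). Of 21 measured clock genes 15 had a positive value in either group, with medians of 0.71 in RC and 0.42 in KO dams (in KO dams 0.17 without KO dam 4, and 0.0014 without KO dams 3 and 4 and RC dam 3), and all 4 RC dams had a higher score (3.81 to 4.17) than every WT dam (3.34 to 3.71).

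Over all genes edgeR and limma voom called Per2 in RC dams and 0 in KO dams, where 6 genes with a positive and 1 with a negative value had an unadjusted p under 0.05. DESeq2 called 4 higher and 1 lower in RC dams (Cry2, Per2, Per3 and Tef, and Arntl) and Per2 in KO dams. When adjusted over the list alone, 8 were higher and 2 lower in RC dams and Per2 was higher in KO dams. For a shift in 1 direction, the list's adjusted p was 0.174 from fry in RC and 0.301 in KO dams. With camera and a preset correlation it was 0.00147 in RC dams, or adjusted p = 0.518 with an estimated correlation, and 0.0219 in KO dams, or adjusted p = 0.525. Fry's test for change in either direction, which was chosen after the values were seen, gave an adjusted p of 2.44e-05 in RC dams (1.34e-05 to 0.000493 with each dam left out in turn, and 1.15e-05 to 0.00157 under 10 other settings) and 0.00318 in KO dams. The value in KO dams was 0.0683 without KO dam 2, 0.0680 without WT dam 3, 0.0568 without WT dam 2 and 0.0548 with the libraries thinned to the shallowest. Between RC and KO dams it was 0.105 (0.00700 without KO dam 4, 0.0315 without WT dam 1 and 0.0532 to 0.259 without any other single dam), 0.0455 without KO dams 3 and 4 and RC dam 3, 0.00322 with the muscle score as a covariate and 0.0738 to 0.202 under 8 other settings, and 4 genes were higher in RC dams when adjusted over the list alone. The test in either direction also gave an adjusted p of 0.00318 in KO dams for the list of serotonin genes. There Tph1 alone had an unadjusted p under 0.05, so 1 gene can carry this test. The clock list was not tested without Per2. Dams were euthanized in the morning, and the hour of each is not given in the sources used here. From the higher values of genes of rhythmic processes in RC dams, the paper proposes that peripheral serotonin may regulate a peripheral clock in the gland.

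**Figure D5:**
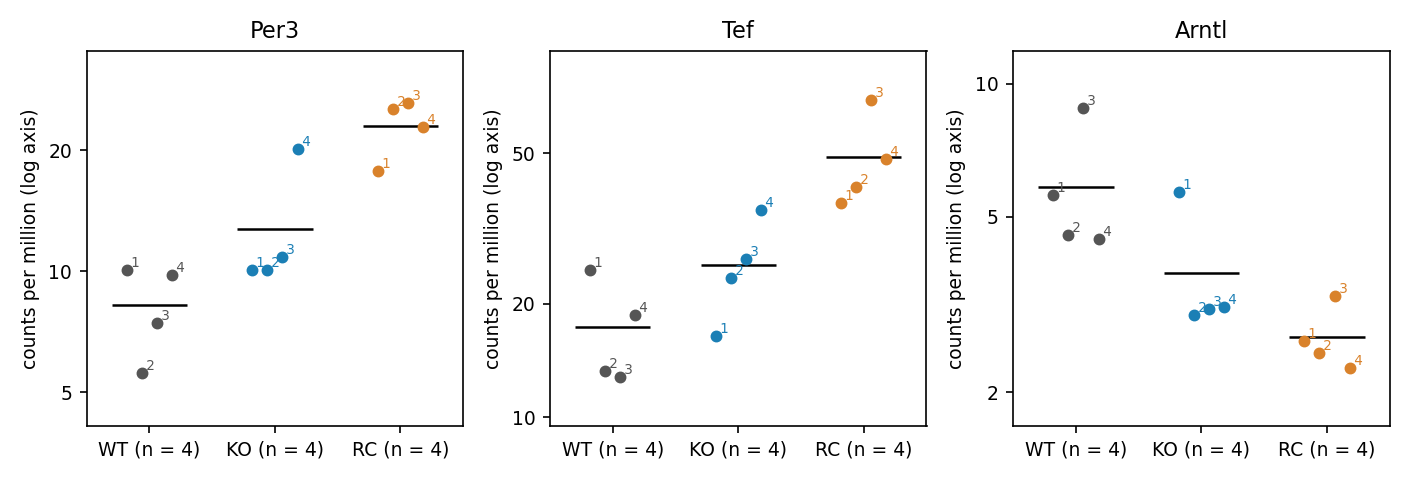
CPM of Per3, Tef and Arntl in each dam on a log axis, with 1 labelled point per dam and a line at the group mean. All 4 RC dams lie above all 4 WT dams for Per3 and Tef and below them for Arntl.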

Thus far, our research on the involvement of serotonin in the mammary gland has only skimmed the surface of the potential effects. Our findings demonstrate a multiplicity of pathways being affected by serotonin in the mammary gland, more than had been originally indicated. It is important to note that we used a global *Tph1* deficient mouse model. Therefore, we cannot rule out the possibility that the observed effects on aspects related to calcium, glucose and insulin metabolism, and adipogenesis in the mammary tissue could be due to the overall effects of serotonin in other tissues such as the liver, the pancreas, the bone and adipocytes elsewhere. Whether the observed changes are due to a local/autocrine or a systemic action of serotonin in the mammary gland is still yet to be determined.

## Conclusion

Serotonin impacted numerous pathways which are relevant for mammary development, physiology and lactation. A more exhaustive examination of these pathways and the specific genes involved will provide evidence for new hypotheses involving serotonin function(s) in the mammary gland that might contribute to improving milk formation and lactation performance. The use of a mammary gland conditional *Tph1* knock-out mouse model will be imperative to accurately unravel the exclusive participation of serotonin in mammary physiology and lactation.

## Supporting Information

S1 File Full list of differentially expressed genes (FDR ≤ 0.01 and fold change ≥ 2) detected in the wild-type *vs*. *Tph1* knock-out pairwise comparison. [Tph1 = Tryptophan hydroxylase].
(TXT)

S2 File Full list of differentially expressed genes (FDR ≤ 0.01 and fold change ≥ 2) detected in the wild-type *vs*. Rescue pairwise comparison. [Rescue = Tryptophan hydroxylase (*Tph1*) knock-out + 100 mg/kg daily injections of 5-hydroxytryptophan].
(TXT)

S3 File Full list of significant Medical Subject Headings (MeSH) terms for the wild-type *vs*. *Tph1* (Tryptophan hydroxylase) knock-out pairwise comparison. (HTML)

S4 File Full list of significant Medical Subject Headings (MeSH) terms for the wild-type vs. Rescue pairwise comparison. [Rescue = Tryptophan hydroxylase (*Tph1*) knock-out + 100 mg/kg daily injections of 5-hydroxytryptophan].
(HTML)

S1 Table Primers used for the validation of gene expression.

S2 Table Summary of sequencing read alignments to the reference genome.

# Supplementary material for: Transcriptomic Analysis of the Mouse Mammary Gland Reveals New Insights for the Role of Serotonin in Lactation
**Source:** PLoS One. 2015 Oct 15;10(10):e0140425. doi: 10.1371/journal.pone.0140425
**Supplement:** S3 File — (HTML)

**Gene Set Enrichment Analysis (GSEA) using Medical Subject Headings (MeSH): Evaluation of differential gene expression between WT and KO**

Genome-wide gene expression in mammary gland samples was evaluated using RNA-Seq; these samples belong to wild-type dams (**WT**; n = 4) and Tryptophan hydroxylase (Tph1) knock-out dams (**KO**; i.e. Tph1 deficient; n = 4).

The significant enrichment of Medical Subject Headings terms (MeSH) with genes differentially expressed between WT and KO individuals was analyzed using Fisher’s exact test, a test of proportions based on the cumulative hypergeometric distribution.

Number of **[i] Significant genes (FDR < 0.10)** and **[ii] Background genes** used for this analysis: genes that showed a FDR < 0.10 and had ENSEMBL and MeSH annotations were tested against the background set of all genes analyzed with ENSEMBL and MeSH annotations.

```
## Significant Genes: 194  and Backgroung Genes: 11997
```

**Significant MeSH terms from the category [Phenomena and Processes]**:

List of the top 50 MeSH terms that were significantly enriched with differentially expressed genes. For each term, these results show [a] Mesh ID, [b] Mesh Name, and [c] the nominal P-value from the Fisher’s exact test (FDR < 0.01)

```
##  MeSH Term ID                            MeSH Term Name P-value
##       D015854                             Up-Regulation 9.7e-17
##       D002470                             Cell Survival 1.8e-15
##       D020935               MAP Kinase Signaling System 8.6e-15
##       D015536                           Down-Regulation 1.7e-14
##       D004305          Dose-Response Relationship, Drug 2.4e-14
##       D015533                Transcriptional Activation 1.0e-13
##       D014018                       Tissue Distribution 1.1e-13
##       D000375                                     Aging 1.3e-13
##       D006706                               Homeostasis 1.9e-13
##       D020218                         Response Elements 2.7e-13
##       D010805             Physical Conditioning, Animal 6.3e-13
##       D013997                              Time Factors 1.1e-12
##       D012038                              Regeneration 1.3e-12
##       D017930                           Genes, Reporter 1.5e-12
##       D017781                    Genes, Immediate-Early 1.8e-12
##       D013045                       Species Specificity 2.0e-12
##       D002452                                Cell Count 2.2e-12
##       D002454                      Cell Differentiation 2.9e-12
##       D049109                        Cell Proliferation 3.0e-12
##       D009024                             Morphogenesis 5.6e-12
##       D007333                        Insulin Resistance 9.3e-12
##       D015398                       Signal Transduction 9.6e-12
##       D017209                                 Apoptosis 1.3e-11
##       D015972    Gene Expression Regulation, Neoplastic 1.5e-11
##       D020013                         Calcium Signaling 1.7e-11
##       D009043                            Motor Activity 2.1e-11
##       D014162                              Transfection 3.7e-11
##       D008040                           Genetic Linkage 1.0e-10
##       D005314           Embryonic and Fetal Development 1.1e-10
##       D009119                        Muscle Contraction 1.1e-10
##       D002448                             Cell Adhesion 1.2e-10
##       D059467                             Transcriptome 1.2e-10
##       D015870                           Gene Expression 4.0e-10
##       D020022         Genetic Predisposition to Disease 4.3e-10
##       D001835                               Body Weight 6.0e-10
##       D008115                        Liver Regeneration 7.2e-10
##       D004742                Enhancer Elements, Genetic 9.2e-10
##       D024510                        Muscle Development 1.0e-09
##       D012150 Polymorphism, Restriction Fragment Length 1.2e-09
##       D013314                        Stress, Mechanical 1.3e-09
##       D004734                         Energy Metabolism 1.6e-09
##       D001665                             Binding Sites 2.7e-09
##       D005819                           Genetic Markers 2.9e-09
##       D021581            Active Transport, Cell Nucleus 3.2e-09
##       D015971   Gene Expression Regulation, Enzymologic 3.3e-09
##       D014945                             Wound Healing 3.9e-09
##       D012689           Sequence Homology, Nucleic Acid 4.0e-09
##       D017384                         Sequence Deletion 4.4e-09
##       D005215                                   Fasting 4.5e-09
##       D010766                           Phosphorylation 4.5e-09
```

**Significant MeSH terms from the category [Chemicals and Drugs]**:

List of the top 50 MeSH terms that were significantly enriched with differentially expressed genes. For each term, these results show [a] Mesh ID, [b] Mesh Name, and [c] the nominal P-value from the Fisher’s exact test (FDR < 0.01)

```
##  MeSH Term ID                               MeSH Term Name P-value
##       D009124                              Muscle Proteins 3.9e-21
##       D008156                                  Luciferases 5.4e-17
##       D015415                           Biological Markers 9.0e-16
##       D007328                                      Insulin 1.3e-15
##       D002118                                      Calcium 2.0e-14
##       D020033                             Protein Isoforms 4.0e-14
##       D017570                                 MyoD Protein 2.1e-13
##       D048049   Extracellular Signal-Regulated MAP Kinases 2.1e-13
##       D050778                  NFATC Transcription Factors 4.3e-13
##       D019703                                  Calcineurin 4.7e-13
##       D017362  Cyclic AMP Response Element-Binding Protein 1.6e-12
##       D053773             Transforming Growth Factor beta1 2.6e-12
##       D016755                Proto-Oncogene Proteins c-jun 2.9e-12
##       D019938                                    Cyclin D1 4.1e-12
##       D008070                          Lipopolysaccharides 5.3e-12
##       D051057                Proto-Oncogene Proteins c-akt 5.6e-12
##       D020780                   Matrix Metalloproteinase 9 6.1e-12
##       D015534                             Trans-Activators 6.1e-12
##       D000242                                   Cyclic AMP 6.3e-12
##       D007334                 Insulin-Like Growth Factor I 1.5e-11
##       D006133                            Growth Substances 3.5e-11
##       D000209                         Acute-Phase Proteins 5.1e-11
##       D064326                   MEF2 Transcription Factors 5.2e-11
##       D016207                                    Cytokines 5.9e-11
##       D000906                                   Antibodies 8.5e-11
##       D051792 Basic Helix-Loop-Helix Transcription Factors 1.1e-10
##       D016760                Proto-Oncogene Proteins c-fos 1.1e-10
##       D017874                     Immediate-Early Proteins 1.5e-10
##       D047428                    Protein Kinase Inhibitors 1.7e-10
##       D007527                                   Isoenzymes 2.8e-10
##       D005947                                      Glucose 3.4e-10
##       D051176                                 beta Catenin 3.9e-10
##       D018690               Excitatory Amino Acid Agonists 4.0e-10
##       D009419                        Nerve Tissue Proteins 4.9e-10
##       D020928            Mitogen-Activated Protein Kinases 5.0e-10
##       D051795    Hypoxia-Inducible Factor 1, alpha Subunit 5.5e-10
##       D010982               Platelet-Derived Growth Factor 5.8e-10
##       D051766              Early Growth Response Protein 1 6.3e-10
##       D018836                       Inflammation Mediators 6.3e-10
##       D019950           Mitogen-Activated Protein Kinase 1 9.8e-10
##       D026362                        Serum Response Factor 9.8e-10
##       D011518                      Proto-Oncogene Proteins 1.1e-09
##       D011494                              Protein Kinases 1.2e-09
##       D011993                  Recombinant Fusion Proteins 1.3e-09
##       D003907                                Dexamethasone 1.3e-09
##       D000199                                       Actins 1.4e-09
##       D051858               Forkhead Transcription Factors 1.9e-09
##       D018808                    Transcription Factor AP-1 1.9e-09
##       D015703                                 Antigens, CD 1.9e-09
##       D019869               Phosphatidylinositol 3-Kinases 1.9e-09
```

**Significant MeSH terms from the category [Diseases]**:

List of the top 50 MeSH terms that were significantly enriched with differentially expressed genes. For each term, these results show [a] Mesh ID, [b] Mesh Name, and [c] the nominal P-value from the Fisher’s exact test (FDR < 0.01)

```
##  MeSH Term ID                              MeSH Term Name P-value
##       D004195                      Disease Models, Animal 1.1e-15
##       D018450                         Disease Progression 3.5e-12
##       D002471             Cell Transformation, Neoplastic 5.6e-12
##       D007333                          Insulin Resistance 9.3e-12
##       D007249                                Inflammation 3.5e-11
##       D005355                                    Fibrosis 9.7e-11
##       D006330                   Heart Defects, Congenital 2.3e-10
##       D000860                                      Anoxia 3.2e-10
##       D006332                                Cardiomegaly 3.2e-10
##       D020022           Genetic Predisposition to Disease 4.3e-10
##       D001835                                 Body Weight 6.0e-10
##       D006333                               Heart Failure 4.0e-09
##       D009362                         Neoplasm Metastasis 4.4e-09
##       D006984                                 Hypertrophy 4.7e-09
##       D000208                               Acute Disease 8.3e-09
##       D002872                         Chromosome Deletion 2.4e-08
##       D006965                                 Hyperplasia 5.9e-08
##       D008103                             Liver Cirrhosis 1.7e-07
##       D002908                             Chronic Disease 1.8e-07
##       D005234                                 Fatty Liver 2.1e-07
##       D004681 Encephalomyelitis, Autoimmune, Experimental 2.9e-07
##       D008113                             Liver Neoplasms 3.2e-07
##       D050197                             Atherosclerosis 4.5e-07
##       D009133                            Muscular Atrophy 5.6e-07
##       D009361                       Neoplasm Invasiveness 7.5e-07
##       D005334                                       Fever 8.1e-07
##       D009389              Neovascularization, Pathologic 8.8e-07
##       D001284                                     Atrophy 8.9e-07
##       D019446                                 Endotoxemia 9.3e-07
##       D020244          Infarction, Middle Cerebral Artery 9.4e-07
##       D006528                   Carcinoma, Hepatocellular 9.9e-07
##       D001161                            Arteriosclerosis 1.1e-06
##       D003920                           Diabetes Mellitus 1.5e-06
##       D001249                                      Asthma 1.6e-06
##       D011014                                   Pneumonia 1.6e-06
##       D003922                   Diabetes Mellitus, Type 1 2.3e-06
##       D009202                            Cardiomyopathies 2.5e-06
##       D009203                       Myocardial Infarction 2.8e-06
##       D015427                          Reperfusion Injury 3.1e-06
##       D004487                                       Edema 3.5e-06
##       D003921             Diabetes Mellitus, Experimental 3.6e-06
##       D012162                        Retinal Degeneration 3.7e-06
##       D009765                                     Obesity 3.8e-06
##       D012640                                    Seizures 4.5e-06
##       D056486                   Drug-Induced Liver Injury 5.5e-06
##       D000544                           Alzheimer Disease 6.0e-06
##       D011125                  Adenomatous Polyposis Coli 6.5e-06
##       D006967                            Hypersensitivity 6.5e-06
##       D012871                               Skin Diseases 7.6e-06
##       D001930                              Brain Injuries 8.1e-06
```

# Supplementary material for: Transcriptomic Analysis of the Mouse Mammary Gland Reveals New Insights for the Role of Serotonin in Lactation
**Source:** PLoS One. 2015 Oct 15;10(10):e0140425. doi: 10.1371/journal.pone.0140425
**Supplement:** S4 File — [Rescue = Tryptophan hydroxylase (Tph1) knock-out + 100 mg/kg daily injections of 5-hydroxytryptophan]. (HTML)

**Gene Set Enrichment Analysis (GSEA) using Medical Subject Headings (MeSH): Evaluation of differential gene expression between WT and RC**

Genome-wide gene expression in mammary gland samples was evaluated using RNA-Seq; these samples belong to wild-type dams (**WT**; n = 4) and Tryptophan hydroxylase (Tph1) deficient dams (knock-down) that were injected daily with 5-HTP (**RC**; n = 4).

The significant enrichment of Medical Subject Headings terms (MeSH) with genes differentially expressed between WT and RC individuals was analyzed using Fisher’s exact test, a test of proportions based on the cumulative hypergeometric distribution.

Number of **[i] Significant genes (FDR < 0.10)** and **[ii] Background genes** used for this analysis: genes that showed a FDR < 0.10 and had ENSEMBL and MeSH annotations were tested against the background set of all genes analyzed with ENSEMBL and MeSH annotations.

```
## Significant Genes: 574  and Backgroung Genes: 11434
```

**Significant MeSH terms from the category [Phenomena and Processes]**:

List of the top 50 MeSH terms that were significantly enriched with differentially expressed genes. For each term, these results show [a] Mesh ID, [b] Mesh Name, and [c] the nominal P-value from the Fisher’s exact test (FDR < 0.01)

```
##  MeSH Term ID                          MeSH Term Name P-value
##       D002454                    Cell Differentiation 1.1e-17
##       D015854                           Up-Regulation 7.4e-17
##       D005810                        Multigene Family 6.2e-16
##       D005865                         Gestational Age 1.4e-14
##       D001835                             Body Weight 2.0e-14
##       D014162                            Transfection 2.3e-14
##       D007113                        Immunity, Innate 8.8e-14
##       D002448                           Cell Adhesion 1.0e-13
##       D012038                            Regeneration 1.3e-13
##       D004305        Dose-Response Relationship, Drug 1.4e-13
##       D006706                             Homeostasis 2.6e-13
##       D000375                                   Aging 4.0e-13
##       D014018                     Tissue Distribution 1.0e-12
##       D002470                           Cell Survival 1.3e-12
##       D015398                     Signal Transduction 1.7e-12
##       D015536                         Down-Regulation 1.7e-12
##       D005314         Embryonic and Fetal Development 3.0e-12
##       D015870                         Gene Expression 3.5e-12
##       D020935             MAP Kinase Signaling System 5.3e-12
##       D013997                            Time Factors 8.4e-12
##       D020013                       Calcium Signaling 1.0e-11
##       D015972  Gene Expression Regulation, Neoplastic 1.4e-11
##       D007700                                Kinetics 2.8e-11
##       D010766                         Phosphorylation 3.4e-11
##       D015971 Gene Expression Regulation, Enzymologic 3.5e-11
##       D015533              Transcriptional Activation 4.1e-11
##       D017930                         Genes, Reporter 6.0e-11
##       D017209                               Apoptosis 6.8e-11
##       D020218                       Response Elements 7.8e-11
##       D004032                                    Diet 9.0e-11
##       D004742              Enhancer Elements, Genetic 1.5e-10
##       D002452                              Cell Count 2.1e-10
##       D015519                            Bone Density 5.5e-10
##       D002465                           Cell Movement 1.1e-09
##       D025461                 Feedback, Physiological 1.3e-09
##       D014945                           Wound Healing 1.3e-09
##       D002450                      Cell Communication 1.8e-09
##       D002455                           Cell Division 2.1e-09
##       D009024                           Morphogenesis 2.5e-09
##       D008262                   Macrophage Activation 3.3e-09
##       D016923                              Cell Death 5.5e-09
##       D008040                         Genetic Linkage 6.9e-09
##       D018919         Neovascularization, Physiologic 1.3e-08
##       D055495                            Neurogenesis 2.3e-08
##       D009765                                 Obesity 2.6e-08
##       D010539                            Permeability 2.6e-08
##       D006720                              Homozygote 3.3e-08
##       D004789                       Enzyme Activation 4.1e-08
##       D013045                     Species Specificity 4.5e-08
##       D001665                           Binding Sites 4.7e-08
```

**Significant MeSH terms from the category [Chemicals and Drugs]**:

List of the top 50 MeSH terms that were significantly enriched with differentially expressed genes. For each term, these results show [a] Mesh ID, [b] Mesh Name, and [c] the nominal P-value from the Fisher’s exact test (FDR < 0.01)

```
##  MeSH Term ID                               MeSH Term Name P-value
##       D016207                                    Cytokines 6.3e-14
##       D003907                                Dexamethasone 2.5e-13
##       D051792 Basic Helix-Loop-Helix Transcription Factors 3.8e-13
##       D015415                           Biological Markers 4.5e-13
##       D015703                                 Antigens, CD 1.7e-12
##       D051057                Proto-Oncogene Proteins c-akt 2.6e-12
##       D008024                                      Ligands 4.3e-12
##       D020033                             Protein Isoforms 7.4e-12
##       D008070                          Lipopolysaccharides 1.3e-11
##       D000242                                   Cyclic AMP 1.4e-11
##       D018398                         Homeodomain Proteins 2.5e-11
##       D006133                            Growth Substances 2.7e-11
##       D005938                              Glucocorticoids 3.2e-11
##       D050778                  NFATC Transcription Factors 3.2e-11
##       D014409                  Tumor Necrosis Factor-alpha 3.2e-11
##       D018836                       Inflammation Mediators 5.9e-11
##       D002135                     Calcium-Binding Proteins 7.6e-11
##       D005947                                      Glucose 1.1e-10
##       D007371                             Interferon-gamma 1.2e-10
##       D051858               Forkhead Transcription Factors 1.3e-10
##       D000906                                   Antibodies 1.5e-10
##       D051176                                 beta Catenin 2.8e-10
##       D011994                         Recombinant Proteins 3.2e-10
##       D007334                 Insulin-Like Growth Factor I 3.8e-10
##       D019869               Phosphatidylinositol 3-Kinases 4.5e-10
##       D048052           Mitogen-Activated Protein Kinase 3 5.3e-10
##       D006023                                Glycoproteins 5.7e-10
##       D016222                   Fibroblast Growth Factor 2 5.8e-10
##       D013755                 Tetradecanoylphorbol Acetate 6.0e-10
##       D015347                                   RNA Probes 6.7e-10
##       D009124                              Muscle Proteins 1.1e-09
##       D007328                                      Insulin 1.1e-09
##       D051059                        PTEN Phosphohydrolase 1.9e-09
##       D004791                            Enzyme Inhibitors 2.0e-09
##       D016755                Proto-Oncogene Proteins c-jun 2.1e-09
##       D025521                    Tumor Suppressor Proteins 2.5e-09
##       D002118                                      Calcium 2.5e-09
##       D020778                   Matrix Metalloproteinase 2 2.7e-09
##       D014157                        Transcription Factors 3.0e-09
##       D010455                                     Peptides 3.6e-09
##       D011518                      Proto-Oncogene Proteins 3.9e-09
##       D008156                                  Luciferases 5.4e-09
##       D005346                    Fibroblast Growth Factors 6.8e-09
##       D060850                     LIM-Homeodomain Proteins 7.6e-09
##       D015820                                    Cadherins 8.0e-09
##       D008562                       Membrane Glycoproteins 8.1e-09
##       D051153                                 Wnt Proteins 8.2e-09
##       D011993                  Recombinant Fusion Proteins 1.3e-08
##       D051798       Inhibitor of Differentiation Protein 1 1.8e-08
##       D003094                                     Collagen 1.8e-08
```

**Significant MeSH terms from the category [Diseases]**:

List of the top 50 MeSH terms that were significantly enriched with differentially expressed genes. For each term, these results show [a] Mesh ID, [b] Mesh Name, and [c] the nominal P-value from the Fisher’s exact test (FDR < 0.01)

```
##  MeSH Term ID                              MeSH Term Name P-value
##       D004195                      Disease Models, Animal 4.7e-17
##       D007249                                Inflammation 8.1e-15
##       D001835                                 Body Weight 2.0e-14
##       D008103                             Liver Cirrhosis 1.3e-10
##       D005355                                    Fibrosis 4.5e-10
##       D050197                             Atherosclerosis 9.4e-10
##       D002471             Cell Transformation, Neoplastic 3.3e-09
##       D001249                                      Asthma 1.2e-08
##       D009765                                     Obesity 2.6e-08
##       D002908                             Chronic Disease 6.3e-08
##       D003924                   Diabetes Mellitus, Type 2 7.4e-08
##       D004681 Encephalomyelitis, Autoimmune, Experimental 7.9e-08
##       D009203                       Myocardial Infarction 8.2e-08
##       D016535                   Bronchial Hyperreactivity 1.2e-07
##       D018805                                      Sepsis 2.1e-07
##       D006333                               Heart Failure 2.2e-07
##       D005234                                 Fatty Liver 2.6e-07
##       D014376                                Tuberculosis 4.1e-07
##       D009389              Neovascularization, Pathologic 4.4e-07
##       D013203                   Staphylococcal Infections 4.6e-07
##       D007333                          Insulin Resistance 4.6e-07
##       D020022           Genetic Predisposition to Disease 5.0e-07
##       D000208                               Acute Disease 7.0e-07
##       D006470                                  Hemorrhage 9.0e-07
##       D018450                         Disease Progression 9.2e-07
##       D003092                                     Colitis 1.2e-06
##       D012640                                    Seizures 1.4e-06
##       D008171                               Lung Diseases 1.4e-06
##       D015427                          Reperfusion Injury 1.7e-06
##       D009374                     Neoplasms, Experimental 1.9e-06
##       D012878                              Skin Neoplasms 2.0e-06
##       D001161                            Arteriosclerosis 2.2e-06
##       D008088                                 Listeriosis 2.2e-06
##       D009362                         Neoplasm Metastasis 2.6e-06
##       D012481               Salmonella Infections, Animal 2.8e-06
##       D006330                   Heart Defects, Congenital 3.1e-06
##       D020256                Choroidal Neovascularization 4.1e-06
##       D007674                             Kidney Diseases 4.1e-06
##       D003110                           Colonic Neoplasms 4.6e-06
##       D008546                      Melanoma, Experimental 6.0e-06
##       D012164                            Retinal Diseases 6.5e-06
##       D011014                                   Pneumonia 8.0e-06
##       D008113                             Liver Neoplasms 1.1e-05
##       D009336                                    Necrosis 1.1e-05
##       D001168                                   Arthritis 1.2e-05
##       D018487               Ventricular Dysfunction, Left 1.2e-05
##       D006965                                 Hyperplasia 1.2e-05
##       D011658                          Pulmonary Fibrosis 1.6e-05
##       D002294                    Carcinoma, Squamous Cell 1.6e-05
##       D006332                                Cardiomegaly 1.7e-05
```

# Supplementary material for: Transcriptomic Analysis of the Mouse Mammary Gland Reveals New Insights for the Role of Serotonin in Lactation
**Source:** PLoS One. 2015 Oct 15;10(10):e0140425. doi: 10.1371/journal.pone.0140425
**Supplement:** S1 Table

**S1 Table.** Primers used for the validation of gene expression

| **Gene^1^** | **Primer sequence (5’🡪3’)** | **Chromosome location**  **Exon-exon junction** | **Amplicon (bp)** |
| --- | --- | --- | --- |
| Per2 | **F:** GTGCCTGGAACACAGGTAGG  **R:** CTCGGGACTCTTCTGAGAGC | Chr. 1, exons 4-5 | 171 |
| NTU | **F:** TGGGAGAGGGACATTTAGGG  **R:** CGAACTTCTGATCCCTCTGC | Chr. 5, exons 1-2 | 157 |
| Glis3 | **F:** AGGCAGTCCTCAAAGGAAGG  **R:** GCCAAATGGTATCCATGTCC | Chr. 19, exons 2-3 | 131 |
| Rsp15 | **F:** TTGAGAAAGGCCAAAAAGGA  **R:** GTTGAAGGTCTTGCCGTTGT | Chr 10, exons 3-4 | 131 |

# Supplementary material for: Transcriptomic Analysis of the Mouse Mammary Gland Reveals New Insights for the Role of Serotonin in Lactation
**Source:** PLoS One. 2015 Oct 15;10(10):e0140425. doi: 10.1371/journal.pone.0140425
**Supplement:** S2 Table

**S2 Table.** Summary of sequencing read alignments to the reference genome

| Sample | | Total  Reads | Total Mapped Reads | Percent Mapped | Uniquely mapped Reads | Percent uniquely mapped | Reads mapped to annotated exons |
| --- | --- | --- | --- | --- | --- | --- | --- |
| WT_1_ | 21,143,325 | | 16,758,885 | 79.3 | 16,334,929 | 97.5 | 15,801,052 |
| WT_2_ | 40,107,749 | | 31,748,474 | 79.2 | 31,001,695 | 97.6 | 30,107,528 |
| WT_3_ | 37,924,110 | | 30,397,201 | 80.2 | 29,650,039 | 97.5 | 27,677,177 |
| WT_4_ | 37,400,685 | | 29,606,473 | 79.2 | 28,858,916 | 97.4 | 27,419,277 |
|  |  | |  |  |  |  |  |
| RC_1_ | 41,879,514 | | 33,522,345 | 80.0 | 32,691,532 | 97.5 | 31,697,780 |
| RC_2_ | 14,894,887 | | 11,659,265 | 78.3 | 11,342,481 | 97.3 | 10,941,514 |
| RC_3_ | 11,332,903 | | 8,475,976 | 74.8 | 8,292,462 | 97.8 | 8,017,634 |
| RC_4_ | 50,781,977 | | 41,396,292 | 81.5 | 40,332,400 | 97.4 | 38,511,245 |
|  |  | |  |  |  |  |  |
| KO_1_ | 22,438,327 | | 17,149,383 | 76.4 | 16,734,908 | 97.6 | 15,996,717 |
| KO_2_ | 18,184,796 | | 14,008,906 | 77.0 | 13,697,721 | 97.8 | 13,253,885 |
| KO_3_ | 40,274,776 | | 32,175,261 | 79.9 | 31,415,726 | 97.6 | 30,450,482 |
| KO_4_ | 19,867605 | | 15,691,953 | 79.0 | 15,341,582 | 97.8 | 14,519,108 |

Samples belong to wild-type dams (WT), Tryptophan hydroxylase (*Tph1*) knock-out dams (*Tph1* deficient; KO), and *Tph1* deficient dams injected daily with 5-HTP (RC).

How the deposited data were processed for this re-analysis (not part of the article)

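RNA of mammary gland pieces from 12 mouse dams on day 10 of lactation was measured, 4 WT, 4 KO and 4 RC. The authors aligned single-end reads to GRCm38 with TopHat2 (version 2.0.13), assembled and merged transcripts with Cufflinks (version 2.2.1) and the Ensembl annotation, and counted reads per locus with HTSeq, whose version is not given in the sources used here. The deposited files hold raw read counts, 1 value per locus and dam at 44582 loci. The values were whole numbers, and their total in each dam equalled the number of exon-mapped reads that the paper's S2 Table gives for it. Loci were matched to genes by the names in the deposited files, which leaves loci without a name under their locus number and joins genes that overlap in 1 locus.

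Counts were analyzed in R (version 4.3.3) with edgeR (version 4.0.16), limma (version 3.58.1) and DESeq2 (version 1.42.0), and tables, permutations and figures were made in Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9). Loci were kept by filterByExpr by group (a count of at least 10 scaled to the median library and a total of at least 15), which left 14139. Libraries were scaled by TMM and fitted with the robust quasi-likelihood model of edgeR with 1 mean per group, so that the 3 comparisons share an estimate of spread. Calls were made at a Benjamini-Hochberg adjusted p of at most 0.05, and counts were also taken at the paper's thresholds (FDR of at most 0.01 and a fold change of at least 2). Single genes were set beside each other by CPM per dam and by an exact permutation test of 4 against 4 dams, whose smallest two-sided p is 0.0286. Scores of gene lists are means of log2 CPM with a prior count of 2. Lists were tested with limma's fry, adjusted over 35 lists and 3 comparisons, and with camera at a preset correlation of 0.01 and at an estimated one. Correlations over dams used 100000 permutations after group means were removed.

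The totals per dam set the precision. The shallowest library (8017634 counts) is that of RC dam 3, and the common biological coefficient of variation was 0.315. The method was tested on simulated data, built from these counts with 100 genes changed 2-fold and 100 changed 4-fold among 14052. With 4 dams against 4, edgeR recovered 29 and 90 of these with 3 false calls, DESeq2 54 and 97 with 29 false calls, and limma voom 27 and 88 with 7 false calls. A change of 2-fold was thus missed more often than found by edgeR.

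Other settings fixed in advance were DESeq2 and limma voom, RLE and upper-quartile scaling, no filter or a filter of at least 1 CPM in 4 libraries, milk protein genes removed, only the 2 groups compared, a block for the number of the dam, libraries thinned to the shallowest, camera, and each dam left out in turn. Settings added after seeing the data were the fit without the 3 libraries richest in muscle counts, a muscle score as a covariate, and the removal of trends on transcript length and GC content, which were known for 11830 of the 14139 loci. The numbers of the dams were checked as possible pairs and not used as such in the main analysis.

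Named genes followed a rule. It takes Tph1, the genes that the paper names in its text, Tables 1 to 3 and Fig 5, up to 10 called genes in either direction per comparison with a mean of at least 1 CPM and no overlap between groups, the 4 members of a list with the smallest p, and the 5 most abundant members of a list that marks another cell type. Values of the S1 and S2 Files had been seen when the rule was written. Genes outside it are named as chosen after their values were seen. Left out were Cuffdiff, which needs the alignments, the enrichment of GO and MeSH terms, whose annotation was not used here, and tests of enrichment on the S1 and S2 Files, because the copies used here hold 96 of 97 and 203 of 204 genes. Of the genes that Tables 1 to 3 list, the entry Dusp could not be matched to a single gene. Results for 1 withheld locus are not reported here.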

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

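The tests of the muscle score against the highest WT dam, of the immediate early genes under the removal of trends and under thinning, and of all splits with trends removed were chosen after the results were seen. Within each group of 4 dams, a dam was singled out when its gap to the nearest other dam took up most of the group's range (Dixon's test at 95%), which happens by chance in about 1 in 20 groups. Of 45 groups tested, 7 had such a dam, where 2.25 are expected. They were KO dam 3 in total counts (30450482, others 13253885 to 15996717), WT dam 3 in its median correlation with the other libraries (0.936, others 0.949 to 0.950), KO dam 4 in the same (0.938, others 0.949 to 0.951), RC dam 3 in the skeletal muscle score (4.31, others -1.40 to -1.07), KO dam 2 and RC dam 1 in Fmnl2 (8.27 CPM, others 6.97 to 7.16, and 4.39 CPM, others 2.66 to 2.85) and RC dam 1 in NTU (XLOC_028476, 21.8 CPM, others 49.6 to 54.5). Muscle genes, whose terms the S3 and S4 Files list among the enriched ones, took 0.0418% of the counts in KO dam 3, 0.144% in KO dam 4 and 0.129% in RC dam 3, against 0.00679% to 0.0186% in WT dams.

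Skeletal muscle genes moved together from dam to dam. With group means removed, the median pairwise correlation of the 32 genes was 0.933, where the highest of 200 random lists gave 0.0958. Of the 4 KO dams, 2 did not exceed the highest WT dam, which argues against muscle gene expression raised in the gland of every KO dam. Skeletal muscle carried along in some tissue pieces is an explanation that the values allow. Muscle gene expression raised in the glands of only some dams would move these genes together too, and was not tested. The sort of piece taken was not recorded per dam in the sources used here.

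Immediate early genes did not follow the muscle score (r -0.388, permutation p = 0.239, adjusted p = 0.319; Spearman rho -0.0280, permutation p = 0.932, adjusted p = 0.932; r without KO dam 4 and RC dam 3 0.0188). With the muscle score as a covariate, 11 of the 14 genes that passed in KO dams when adjusted over the list alone still passed, and 9 of 9 in RC dams. Their median in KO dams was 1.17 with the trends on transcript length and GC content removed, so these trends do not account for it. With the libraries thinned it was 1.07. Thinning leaves the expected share of each gene in a library unchanged, so this value could hardly move and does not decide on depth. Over 16 settings other than single dams left out, that median ran from 0.655 to 1.24. Among KO dams, dams 3 and 4, with the highest muscle scores, also had the highest immediate early scores (4.04 and 4.32, others 2.97 and 3.82). RC dam 3, with the highest muscle score of its group, had the lowest immediate early score of all dams (1.79). Handling of the dams before death, which raises such genes within minutes, was not recorded per dam in the sources used here and stays open beside the genotype.

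Splits of the dams that mix the groups called more genes than the real ones, which points to a structure of the libraries other than the group. Among 35 splits each, the real number of calls was 1 in KO against WT dams (highest other 211, 3 splits as large), 5 in RC against WT dams (highest other 109, 2 splits as large), so chance cannot be excluded for either number. This concerns the numbers, not Tph1, which is knocked out by design and is among the calls in both. In RC against KO dams the real number was 0 (highest other 4), where all 35 splits are as large by construction and nothing is tested. Chance cannot be excluded either for the numbers of genes at an unadjusted p under 0.05, with 1091 in KO (highest other 3277, 11 splits as large), 1894 in RC (2855, 3 splits) and 934 in RC against KO dams (2814, 12 splits). The highest splits of KO and WT dams and of RC and WT dams set WT dams 3 and 4, whose log2 values rise with transcript length (Spearman rho 0.438 and 0.428 across 10577 genes), against WT dams 1 and 2 (-0.303 and -0.376). Over the 11830 loci with known length and GC content, the highest of these splits called 262 genes in KO and WT dams, 123 in RC and WT dams and 33 in RC and KO dams (RC dam 1 with KO dams 1 to 3). Removal of both trends brought these to 1, 1 and 136. For RC and KO dams the removal thus raised the number, which was 382 with the length trend alone removed and 0 with the GC trend alone removed, so whether these trends account for that split stays open. With both trends removed the real calls were 1 in KO (highest other 1, 2 splits as large) and 9 in RC dams (highest other 1, 1 split as large, the real one), so the share was under 0.05 for RC and not for KO dams, and 1 of 35 is the smallest that these splits allow. In RC against KO dams the real number was again 0 (highest other 136), which tests nothing. At an unadjusted p under 0.05 with both trends removed stood 1110 genes in KO (highest other 2032, 9 splits as large) and 1853 in RC dams (1369, 1 split as large, the real one). In RC against KO dams it was 784 (2667, 12 splits). The correction was chosen after the splits without it were seen, so it does not exclude chance for the number of calls made without it.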

How the results depend on the processing

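Settings with the muscle libraries or muscle score and those with length and GC trends were tests chosen after the data were seen, and the cause of each shift was not tested. Numbers are genes called in KO, RC, RC against KO dams and both KO and RC dams where they moved. No filter gave 4 (1 at the paper's thresholds), 14 and 3 in both. DESeq2 gave 55 (14 at the paper's thresholds), 262 (70), 7 (4) and 34 in both. With limma voom it was 0 in KO dams, 1 in RC dams at the paper's thresholds and 0 in both, with Tph1 in KO dams at -3.86 (adjusted p = 0.0610). Only the 2 groups compared gave 0, 16 and 0 in both, Tph1 -4.09 (adjusted p = 0.0681). Thinned to the shallowest library, 0 in KO, 1 in RC against KO (Fmnl2) and 0 in both, Tph1 -4.54 (adjusted p = 0.0806). Without KO dams 3 and 4 and RC dam 3 there were 0, 9 (0 at the paper's thresholds), 1 in RC against KO (Prr15l) and 0 in both. Tph1 was then -3.59 (adjusted p = 0.455), the muscle median -1.12 in KO and -1.67 in RC dams, fatty acid synthesis -0.34 and interferon 0.20 in KO dams, all 4 medians reversed. GC trend removed gave 2 (Per2 and Tph1) and 2 in both. Transcript length and GC trend removed gave 9 in RC dams (1 at the paper's thresholds). With the skeletal muscle score as a covariate, 0, 15 and 0 in both, Tph1 -4.12 (adjusted p = 0.0922), muscle medians -0.036 and -0.10 and fatty acid synthesis in KO dams -0.12, reversed.

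The fit with a block for the number of the dam, which treats equal numbers as a pairing, gave 0 genes in RC dams at the paper's thresholds and a reversed median of fatty acid synthesis in KO dams, -0.079. Whether the numbers pair the dams stays open. Pairs of equal number had a median correlation of 0.0792 (-0.322 to 0.370), against -0.000148 for other numbers. Of these 12 pairs 6 correlated above 0.1, and 7 of 12 libraries were closest to one of their own number. How many would be so by chance was not tested.

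For the 6 lists of muscle, immediate early, fatty acid synthesis, interferon, cell division and clock genes, camera with a preset correlation moved 9 of the 12 medians in KO and RC dams past the threshold, muscle in KO dams (3.47), immediate early genes (1.07 in KO, 1.00 in RC), fatty acid synthesis in RC (0.65), interferon in RC (-0.75), cell division (-0.90 in KO, -1.02 in RC) and clock (0.42 in KO, 0.71 in RC), and with an estimated correlation none passed, as with fry. Other lists passed with the preset correlation too, cholesterol synthesis in KO dams (adjusted p = 8.62e-09, or 0.518 with an estimated correlation) among them, and with an estimated correlation none of the 35 lists did. Leave-one-out fits called 0 to 2 genes in KO dams (0 to 1 at the paper's thresholds), 1 to 44 in RC dams (0 to 6) and 0 to 2 in both. Tph1 ranged from -4.68 to -3.80 in KO and -4.65 to -3.79 in RC dams, the muscle median in RC dams from -1.75 to 3.10, and in KO dams that of fatty acid synthesis from -0.23 to 0.22 and of interferon from -0.43 to 0.22.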

Differences from the paper's values

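None of the tests here were chosen after the values were seen except where this is said. At the paper's thresholds of 1% FDR and 2-fold, the paper gives 97 genes between KO and WT dams (81 higher, 16 lower) and edgeR on the deposited counts called 0 (0 and 0). Across the 22 alternatives fixed before the data were examined, the number ran from 0 to 14, with 0 to 9 higher and 0 to 5 lower, and none came within the paper's. Between RC and WT dams the paper gives 204 (115 higher, 89 lower) and edgeR called 3 (1 and 2), with 0 to 70, 0 to 45 and 0 to 25 under the alternatives, none within the paper's. Between RC and KO dams at 5% FDR the paper gives 95 (67 higher, 28 lower) and edgeR called 0 (0 and 0), with 934 at an unadjusted p under 0.05, DESeq2 7 (all lower) and limma voom 0, none within the paper's. In both comparisons with WT dams, the paper gives 90 genes at 5% FDR, edgeR 1 (0 to 34 under the alternatives), and 62 at its stricter thresholds, edgeR 0 (0 to 9), none within the paper's. At 10% FDR the paper gives 229 genes in KO dams, edgeR 1 (0 to 79, none within the paper's), and 607 in RC dams, edgeR 32 (2 to 507, where DESeq2 with 507 is the 1 alternative within 1.5 times). The paper's numbers at 10% FDR cover only genes with an Ensembl annotation, while those here cover all loci tested. At 5% FDR the totals are about 140 for KO and about 330 for RC dams in Fig 1A, read by eye, and edgeR called 1 (0 to 55, none within the paper's) and 5 (1 to 262, where DESeq2 with 262 is the 1 alternative within 1.5 times). The paper counted with Cuffdiff.

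Of 148 log2 fold changes of single genes set beside the S1 and S2 Files, 136 lay within 1 standard error of the edgeR value and 12 did not, 3 of them with the opposite sign. That error holds the spread between dams, and both values come from the same dams. For genes with a wide error a wide difference thus counts as within it. The paper's values and those from edgeR were, in RC dams, -2.21 and -0.70 for Alox5ap, 3.70 and 0.34 for Cacnb4, -1.03 and -0.59 for Ept1, -1.99 and -0.035 for P2rx7, 1.44 and 0.70 for Plch2 and -3.95 and -0.67 for Rhod. In KO dams they were 2.08 and -0.017 for Cxcl1, 1.42 and -0.27 for Ece1, -1.78 and 0.33 for P2rx7, -2.23 and -1.82 for Pop4, -3.21 and -0.22 for Rhod and -3.18 and -4.09 for Tph1. For Plch2 the alternatives with thinned libraries and without WT replicate 3, RC replicate 1 or RC replicate 2 come within the error of the paper's value, for Pop4 those without WT replicate 3 or KO replicate 2 do, and the others do not. For the other 10 values no alternative does.

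Over all genes that the copies of the S1 and S2 Files hold, 6 of 93 in KO dams (Auts2, Cxcl1, Ece1, Eny2, P2rx7 and Tacc1) and 7 of 200 in RC dams (2310014L17Rik, Auts2, BC024978, C5ar2, Dhx30, Eny2 and Slc25a51) had the opposite sign here. The paper states that nearly all lipid genes of Table 3 were higher in RC dams, and here 8 were and 4 were not, which is also the tally in its S2 File. It states that all genes under apoptosis, adipogenesis, insulin signaling, glucose metabolism and angiogenesis were higher in KO dams, and here all of these but Ece1 had a positive log2 fold change. For RC against KO dams its text gives the larger number as higher in RC dams, while Fig 1A sets that number beside KO dams.

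Of the genes in Tables 1 to 3 that the paper calls and edgeR did not, several settings call some. In KO dams, DESeq2 calls Akap12, Hmgcs1 and Mapk4. Pop4 in KO dams, which is outside the tables, is called by DESeq2 and without a filter. In RC dams those that DESeq2 calls include Adamts5, Agt, Akap12, Ccl28, Cyp4b1, Efna5, Fosb, Gem, Glul, Got1, the locus of Gp1bb and Sept5, Hmgcs1, Ifit1, Insig1, Klf4, Mapk4, Mmp3, Nfatc2, Nr4a1, Pla2g4f, Plxnb3, Ptgs2, Pthlh, Pyroxd2, Slc25a33, Spata13, Thrsp and Zbtb16. The fit of only the 2 groups calls Mmp3 there, and the fit without KO replicate 1 Akap12, Mapk4, Mmp3, Pyroxd2 and Thrsp. Settings chosen after seeing the values call Pthlh and Thrsp (skeletal muscle score as a covariate) and Egr1 and Nr4a1 (without KO dams 3 and 4 and RC dam 3). NTU, which the paper calls, is called in RC dams by DESeq2, with the filter at 1 CPM, with only the 2 groups, without KO replicate 1 and with the muscle covariate. Per2 in KO dams is called without a filter, by DESeq2, without WT replicate 1 and, chosen after seeing the values, with the GC trend removed.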

Other observations

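The tests of immediate neighbors of Tph1 by unadjusted p were chosen after the results were seen. Genes of cholesterol synthesis had negative log2 fold changes in KO dams in 20 of 22 cases (median -0.46) and in 14 of 22 in RC dams (median -0.07). In KO dams Msmo1, a sterol oxidase, had -0.67 (standard error 0.20), Stard4, a sterol carrier, -0.62 (standard error 0.20), and Fdft1, squalene synthase, -0.53 (standard error 0.18). In RC dams Acat2, which joins the first acetyl units of the pathway, had 1.04 (standard error 0.25). With p adjusted over the list alone, 5 genes were lower in KO dams, and 2 higher (Acat2 and Insig1) and 1 lower (Hmgcs1) in RC dams. Glucocorticoid-induced genes had positive values in 15 of 17 cases in either group (median 0.56 in KO, 0.46 in RC dams), with Glul, glutamine synthetase, at 0.95 (standard error 0.30) and 1.06 (standard error 0.30) and Klf9, a steroid-induced repressor, at 0.72 (standard error 0.26) in KO dams. In KO dams 0 passed when adjusted over the list alone, and Glul and Zbtb16 were higher in RC dams. Plasma cell genes had positive values in 9 of 9 cases in KO dams (median 0.94), with Igj, the chain that joins secreted antibodies, at 1.95 (standard error 0.49), and in 5 of 9 in RC dams (median 0.24). Of these, 2 were higher when adjusted over the list alone in KO (Igj and Ighg1) and 2 in RC dams (Tnfrsf13b and Derl3).

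Milk protein genes had positive values in RC dams in 16 of 20 cases (median 0.40), with Fabp3, a fatty acid-binding protein, at 0.93 (standard error 0.38) and Spp1, osteopontin, at -1.26 (standard error 0.42), and all RC scores (12.04 to 12.13) lay above all WT scores (11.67 to 11.95). In KO dams the median was 0.09 (14 of 20 positive). Involution genes had 15 of 24 negative values in RC dams (median -0.22), with Serpina3n, a protease inhibitor of the acute phase, at -2.06 (standard error 0.57), and 14 of 24 positive in KO dams (median 0.09). Adjusted over the list alone, 2 were lower in RC dams (Mmp3 and Serpina3n) and 0 passed in KO dams, and 0 milk protein genes passed in either. For all 5 lists edgeR and limma voom called 0 over all genes. At an unadjusted p under 0.05 in KO and RC dams stood 6 and 4 genes of cholesterol synthesis, 5 and 6 of the glucocorticoid list, 4 and 2 of plasma cells, 0 and 4 of milk proteins and 4 and 6 of involution. DESeq2 called Hmgcs1 in KO and Acat2, Insig1 and Hmgcs1 in RC dams, Glul and Zbtb16 in RC dams, Igj in KO and Tnfrsf13b in RC dams, and Mmp3 and Serpina3n in RC dams. The adjusted p from fry in KO and RC dams was 0.301 and 0.949 for cholesterol synthesis, 0.301 and 0.301 for the glucocorticoid list, 0.301 and 0.499 for plasma cells, 0.929 and 0.499 for milk proteins and 0.949 and 0.688 for involution.

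Fewer immune cells in the pieces of RC dams could lower interferon-stimulated genes. The median of the macrophage list was 0.321 above that of the interferon list in RC dams (bootstrap SD 0.177), and for T cells, with 3 genes measured, the difference was 0.386 (bootstrap SD 0.929). For B cells it was 0.621 (bootstrap SD 0.109), from 1 gene, so that this SD holds the spread of the interferon list alone. The bootstrap resampled genes and not dams, so these SDs leave out the spread between dams. All 3 differences exceed the 0.3 set beforehand as the bound against a lower share of immune cells. That bound had no margin for the SD, and the differences of macrophages and T cells exceed it by less than their SD. A lower share of immune cells and a lower interferon response thus cannot be told apart with these counts. A stain for macrophages in the same glands would decide between them.

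Chromosome around Tph1 from the donor strain of the knock-out allele could carry variants that act on nearby genes. Apart from Tph1, edgeR called 0 genes within 20 Mb in KO dams, which decides nothing since Tph1 is the only call. Of 295 genes within 20 Mb, 4.07% had an unadjusted p under 0.01, against 1.75% elsewhere (Fisher's exact test, p = 0.0117, adjusted p = 0.105 over 18 tests), and within 10 Mb 9 of 124 did (Fisher's exact test, p = 0.000398, adjusted p = 0.00717). Pop4, an RNase P subunit within 10 Mb and named after its value was seen, had a log2 fold change of -1.82 (standard error 0.32) in KO and -1.59 in RC dams. RC dams, which carry the same allele, had 4.75% within 20 Mb against 4.08% elsewhere (Fisher's exact test, p = 0.551, adjusted p = 0.737) and 6.45% within 10 Mb against 4.07% (Fisher's exact test, p = 0.171, adjusted p = 0.280). Within 10 Mb, an unadjusted p under 0.001 was found for 1.61% of genes in KO dams against 0.221% elsewhere (Fisher's exact test, p = 0.0338, adjusted p = 0.165). In RC dams it was 2.42% against 0.628% (Fisher's exact test, p = 0.0458, adjusted p = 0.165), and between RC and KO dams 0 of 124. Donor chromosome predicts an excess in both groups. At 0.01 it was found in KO dams and not shown in RC dams, where the share elsewhere was also higher. The 12 genes under 0.01 within 20 Mb in KO dams all had the same sign in RC dams. None of them had an unadjusted p under 0.01 between RC and KO dams. They were picked on the KO values, and both comparisons share the WT dams, so this is not independent evidence. At 0.001 neither group passed the adjustment, so donor chromosome stays open. Neighbors share regulation too, and sequence variants were not called from these counts.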
